# Determination of steady-state transcriptome modifications associated with repeated homotypic stress in the rat rostral posterior hypothalamic region

**DOI:** 10.3389/fnins.2023.1173699

**Published:** 2023-06-09

**Authors:** Serge Campeau, Connor McNulty, Jacob T. Stanley, Anthony N. Gerber, Sarah K. Sasse, Robin D. Dowell

**Keywords:** habituation, RNA-seq, sound, glucocorticoids, chronic stress, homotypic, gene regulation

## Abstract

Chronic stress is epidemiologically correlated with physical and psychiatric disorders. Whereas many animal models of chronic stress induce symptoms of psychopathology, repeated homotypic stressors to moderate intensity stimuli typically reduce stress-related responses with fewer, if any, pathological symptoms. Recent results indicate that the rostral posterior hypothalamic (rPH) region is a significant component of the brain circuitry underlying response reductions (habituation) associated with repeated homotypic stress. To test whether posterior hypothalamic transcriptional regulation associates with the neuroendocrine modifications induced by repeated homotypic stress, RNA-seq was performed in the rPH dissected from adult male rats that experienced either no stress, 1, 3, or 7 stressful loud noise exposures. Plasma samples displayed reliable increases of corticosterone in all stressed groups, with the smallest increase in the group exposed to 7 loud noises, indicating significant habituation compared to the other stressed groups. While few or no differentially expressed genes were detected 24-h after one or three loud noise exposures, relatively large numbers of transcripts were differentially expressed between the group exposed to 7 loud noises when compared to the control or 3-stress groups, respectively, which correlated with the corticosterone response habituation observed. Gene ontology analyses indicated multiple significant functional terms related to neuron differentiation, neural membrane potential, pre- and post-synaptic elements, chemical synaptic transmission, vesicles, axon guidance and projection, glutamatergic and GABAergic neurotransmission. Some of the differentially expressed genes (Myt1l, Zmat4, Dlx6, Csrnp3) encode transcription factors that were independently predicted by transcription factor enrichment analysis to target other differentially regulated genes in this study. A similar experiment employing *in situ* hybridization histochemical analysis in additional animals validated the direction of change of the 5 transcripts investigated (Camk4, Gabrb2, Gad1, Grin2a and Slc32a) with a high level of temporal and regional specificity for the rPH. In aggregate, the results suggest that distinct patterns of gene regulation are obtained in response to a repeated homotypic stress regimen; they also point to a significant reorganization of the rPH region that may critically contribute to the phenotypic modifications associated with repeated homotypic stress habituation.

## Introduction

Despite its imprecise definition, stress is epidemiologically associated with physical and psychiatric disorders (Kessler, 1997; Kendler et al., 1999; Segerstrom and Miller, 2004). Psychopathologies are frequently correlated with repeated or chronic exposure to stressors (Pasternac and Talajic, 1991; Chrousos and Gold, 1992; McEwen, 1998, 2000, 2004; Chrousos, 2000; Morrison, 2001), which over time, is believed to facilitate or sensitize stress responses (Morris et al., 2010; Herman, 2013; Ursin, 2014; Belda et al., 2015; Post, 2016). Several animal paradigms of chronic intermittent stress also sensitize stress-associated responses and model some human pathological symptoms (Ortiz et al., 1996; Willner, 1997; Bielajew et al., 2002; Grippo et al., 2005; Ostrander et al., 2006; Bondi et al., 2008; Hill et al., 2010; Cox et al., 2011; Belda et al., 2015). However, not all repeated stress regimens lead to response sensitization, but instead produce response reductions defined as habituation, especially when the recurrent intermittent threat is moderate and nearly always the same or homotypic (Grissom and Bhatnagar, 2009; Rabasa et al., 2015; McCarty, 2016; Hughes B. M. et al., 2018; Radley and Herman, 2022). While the characteristics that predictably lead to response sensitization or habituation are not fully understood and may even occur concurrently across different responses (Ottenweller et al., 1989; Hauger et al., 1990; Bhatnagar and Dallman, 1998), several established paradigms consistently induce these divergent adaptive responses. Surprisingly, whereas response sensitization has been emphasized as an important etiological factor in stress-related disorders, stress habituation has been mostly ignored despite a strong association between impaired stress habituation and multiple mood and anxiety disorders (Malmo et al., 1951; Lader and Wing, 1964; Koepke and Pribram, 1967; McGuinness, 1973; Brierley and Jamieson, 1974; Raskin, 1975; Chattopadhyay et al., 1980; Reus et al., 1985; Metzger et al., 1999; Rothbaum et al., 2001; Campbell et al., 2014). Furthermore, individuals with personality types predictive of high incidences of cardiovascular disease regularly exhibit impaired stress response habituation (Johnson et al., 2012; Howard and Hughes, 2013; Hughes B. M. et al., 2018). These observations suggest that *failure to reduce* stress-related responses upon experiencing routine challenges may itself contribute to the cumulative adverse consequences of repeated stress.

Habituation to repeated homotypic stress employing different moderate stimulus modalities reduce responses in multiple effector domains (Watts, 1975; Zbrozyna, 1976; Abbott et al., 1984; Abercrombie and Jacobs, 1987; McCarty et al., 1992; Dobrakovova et al., 1993; Chen and Herbert, 1995; Yu and Blessing, 1997; Marti and Armario, 1998; Campeau et al., 2002; Carter et al., 2004; Grissom et al., 2008; Masini et al., 2008, 2011). The rostral posterior hypothalamus (rPH) is one of the few brain regions that controls multiple stress-related responses (DiMicco et al., 2002; Kataoka et al., 2014; Myers et al., 2016; Nyhuis et al., 2016). Importantly, silencing of the rPH region with muscimol not only impairs neuroendocrine, cardiovascular, and hyperthermic acute reactions to different stress situations (Stotz-Potter et al., 1996; Morin et al., 2001; Myers et al., 2016; Nyhuis et al., 2016), it also diminishes the acquisition of neuroendocrine habituation to at least two different repeated stressors (Nyhuis et al., 2016). The molecular underpinnings of rPH modifications responsible for these habituated responses are currently unknown. Several studies have investigated transcriptional regulation in the context of repeated stress (Surget et al., 2009; Sasse et al., 2013; Gray et al., 2014; Rubin et al., 2014; Ding et al., 2015; Malki et al., 2015; Bagot et al., 2016, 2017). Some of these studies (Gray et al., 2014; Bagot et al., 2016, 2017) were effective in identifying new transcriptional profiles that have begun to define novel adaptive molecular pathways in different brain regions. However, these determinations have not been carried out with habituation-inducing repeated stress protocols that include examination of posterior hypothalamic regions. The present study was therefore designed to assess whether a repeated homotypic stress regimen associated with neuroendocrine habituation induces a measurable transcriptional response in the rPH region. The habituation model employed repeated exposures to loud noises, which induce sizable acute neuroendocrine, autonomic, and behavioral responses (Henkin and Knigge, 1963; Borrell et al., 1980; Britton et al., 1992; Campeau and Watson, 1997; Masini et al., 2008, 2011). Importantly, the large HPA axis, heart rate, core body temperature, and locomotor activation (escape) responses triggered by an initial loud noise all display significant habituation after repeated loud noise presentations (Armario et al., 1984; Masini et al., 2008, 2011; Bourin, 2015). The initial RNA-seq results suggested a time-dependent transcriptional response that tracked the amplitude of habituated neuroendocrine responses at the rPH level. Some of these transcriptional patterns were confirmed employing *in situ* hybridization histochemical techniques in an independent study, which further assessed and supported temporal and spatial specificity of transcriptomic modifications to the rPH region.

## Methods

### Animals

Young adult male Sprague–Dawley (SD) rats (300–325 g) were obtained from Envigo and housed into clear plastic tubs with food and water constantly available. The decision to carry out these initial studies in males was based on evidence available in SD males only (rPH role in stress habituation; Nyhuis et al., 2016). Conditions in the rat colony were controlled to constant humidity and temperature, with a 12:12 h light/dark cycle (lights on at 7:00 am). Testing was performed between 8:30 am and 12:30 pm during the circadian nadir of HPA axis activity. All procedures were reviewed and approved by the Institutional Animal Care and Use Committee of the University of Colorado Boulder and conformed to the United States of America National Institute of Health Guide for the Care and Use of Laboratory Animals. All efforts were made to minimize animal suffering and the number of animals used.

### RNA-seq study

#### Experimental design

For the initial RNA-seq study, 24 rats were handled and transported to an experimental room and placed daily into sound-attenuating chambers (Masini et al., 2008) for 7 consecutive days. They were randomly assigned to 4 different groups (*n* = 6/group) exposed to either 1 (AS – Acute Stress), 3 (RS3 – Repeated Stress 3), or 7 (RS7 – Repeated Stress 7) loud noises [30-min white noise at 100 decibels, A scale [dBA] sound pressure level [SPL] once/day (Masini et al., 2008)], or a home-cage background noise (fan noise ~55 dBA SPL) control (C) group. Only rats experiencing 7 loud noise exposures were expected to display significant corticosterone reduction (habituation) compared to the acute noise exposed group (Masini et al., 2008). The daily noise schedule was organized such that the last noise or control exposure occurred on day 7 for all rats (see Table 1), when they were sampled for blood (~0.3 μl via a small lateral vein tail nick under gentle restraint, within 2-min) immediately at the end of the noise or control exposures. Whole blood was spun to obtain plasma which was assayed with a commercial kit (Arbor Assays #K014-H1) according to the manufacturer’s protocol, to determine individual corticosterone (CORT) levels. All rats were euthanized on the same morning, with rats from each of the four groups euthanized sequentially, 24 h after the last noise (or control) exposure, to minimize putative transcriptional effects associated with acute stress/blood sampling or time of day/order of euthanasia. For euthanasia, rats were transported in their home cages to a quiet holding room outside of the housing colony, where they were kept for 2 h, until euthanasia was performed in an adjacent, but different, room via guillotine after minimal disturbances to the remaining rats in their home cages. Within 2 min from retrieving each rat from its cage, brains were rapidly extracted and placed in an ice-cold large rat brain matrix (EMS #69083-C – coronal, 1.0 mm), and a 2-mm coronal brain slice between 2.5–4.5 mm posterior to bregma (including the rPH region bilaterally; Paxinos and Watson, 2004) was collected and submerged in 2 mL of RNA*later* RNA Stabilization Solution (Invitrogen) at 4°C. The brain slices were further dissected 24-h after collection on an ice-cold surface by excising a block of tissue bounded ventrally by a horizontal cut 0.5-mm ventral to the dorsal aspect of the 3^rd^ ventricle, laterally by vertical cuts centered on the lateral edge of the mammillothalamic tracts, and dorsally by a horizontal cut centered on the dorsal edge of the mammillothalamic tracts; the tissue block was submerged in RNALater and stored at 4°C until RNA extraction (6 days).

**Table 1:** RNA-seq experimental design.

C	–	–	–	–	–	–	–: bs	Eut
AS	–	–	–	–	–	–	x: bs	Eut
RS3	–	–	–	–	x	x	x: bs	Eut
RS7	x	x	x	x	x	x	x: bs	Eut
Days	1	2	3	4	5	6	7	8

Groups of rats (*n* = 6/group) were exposed to 30 min of white noise (x), 100 decibels, A scale (dBA) sound pressure level (SPL), or no noise (−) on consecutive days. Blood samples (bs) were collected immediately after exposure on day 7 and assayed for corticosterone (CORT). Animals were euthanized (Eut) 24 h after the last noise or no noise exposure for brain tissue collection and RNA extraction. C (control): no noise control group; AS (acute stress): single loud noise exposure; RS3 (repeated stress 3): three loud noise exposures; RS7 (repeated stress 7): seven loud noise exposures.

#### Library preparation, sequencing and data analysis

Total RNA was extracted (PureLink RNA Mini Kit #12183018A with TRIzol Reagent #15596026, Invitrogen) and quality assessed with RNA Integrity (RIN) scores determined by an Agilent 2100 Bioanalyzer. RNA quality was very high across all animals, with average RIN scores of 8.64 (st.dev.: 0.28 – range: 7.9–9.1). Uniquely indexed, paired-end (75 bp) libraries were prepared with a KAPA HyperPrep mRNA kit (#KK8580) and sequenced on an Illumina NextSeq 500 sequencer (Biofrontiers Institute, University of Colorado Boulder). RNA library sequencing resulted in low amplifications in four libraries/rats. Raw reads were examined for quality using FastQC (v. 0.11.5); this quality check indicated that the lowest quality libraries had either the fewest reads (1 rat: 8.29 million reads) or had excessive overrepresentations of adapter sequences and high GC content (3 rats), so these rats, one in each of the experimental conditions, were excluded from further analyses. Sequences were trimmed for quality, length and adapter contamination using Trimmomatic (v. 0.36), and mapped to the rn6 *Rattus Norvegicus* reference genome (downloaded June 2020^1^) using HISAT2 (v. 2.0.5). In the 20 rats retained for differential expression analysis, the average number of reads was 20.44 million reads per library/rat (standard deviation: 3.788; range: 13.05–26.99 million reads). Gene expression was estimated using the featureCount routine of the Subread module (v. 1.6.2) on sorted BAM files with the annotated rat genome (Rnor 6.0.100). These gene count estimations were then used independently as DESeq2 inputs (v. 1.28.1 (Love et al., 2014); run in R v. 4.0.2) for differential gene expression analyses to report significant log2 fold changes (lfc) with *p_adj_* values (Wald statistic) of ≤0.05. Gene ontology analyses, compared to the control condition and between stress conditions, were performed in DAVID^2^ (Huang et al., 2009; Sherman et al., 2022). Transcription factor enrichment analyses were performed with ChEA3^3^ (Keenan et al., 2019). These analyses prioritize candidate regulatory transcription factors based on the overlap between given lists of differentially expressed genes, and previously annotated transcription factor targets assembled from multiple sources (ENCODE, ReMap, GTEx, ARCHS4, Enrichr, and gene signatures resulting from single transcription factor perturbations followed by genome-wide gene expression experiments). The top 10 ranking transcription factors from the integrated mean rank libraries in ChEA3 are reported, as this method consistently performed better in benchmark tests of large numbers of ChIP-seq and RNA-seq studies (Keenan et al., 2019).

### Validation study with *in situ* hybridization histochemistry

#### Experimental design

This study assessed 5 target genes that were identified as significantly regulated by repeated stress habituation in the RNA-seq study and focused on genes that: (1) mediate neural communications (synaptic transmission-associated proteins); or (2) contribute to neural plasticity. As an independent test to assess the validity of this transcriptomic regulation, 30 additional rats were treated exactly as described for the RNA-seq study above, with the following modifications. Rats were randomly assigned to 5 different conditions, including exposure to either 1 (*n* = 12), 3 (*n* = 6), or 7 (*n* = 6) loud noises, or a home-cage background noise (*n* = 6) control group. Rats exposed to one loud noise were divided into two conditions, with one group exposed to loud noise 24-h prior to euthanasia (same condition as in RNA-seq study; *n* = 6), and a second group exposed to loud noise 8 days prior to euthanasia (*n* = 6), as shown in Table 2. This additional condition was included to test the possibility that the larger transcriptomic response observed in the 7-loud noise exposed group of the initial study is simply the result of a delayed transcriptomic response to even a single stress exposure experienced 8 days earlier. All rats were again sampled for blood as described in the RNA-seq study immediately at the end of day 7’s noise or control exposures for the determination of individual CORT levels. All rats were euthanized on the same morning, with rats from each of the five groups euthanized sequentially, 24 h after the last noise (or control) exposure as described in the RNA-seq study. Brains were rapidly extracted, frozen in -30°C isopentane, and stored at −80°C until sectioned (10 μm sections) in a cryostat (Leica 1850, Leica Microsystems, Buffalo Grove, IL, United States). Coronal sections were obtained from each rats’ brain in 3 different regions including the central amygdaloid nucleus (ACe, 1.9–2.4 mm posterior to bregma), the posterior hypothalamic region (rPH, 3.2–3.4 mm posterior to bregma) and the closely located dorsomedial hypothalamic nucleus (DMH, 2.9–3.2 mm posterior to bregma; Paxinos and Watson, 2004) to assess the regional specificity of habituation-related transcript regulation. The transcripts selected from the RNA-seq study included Gabrb2, Grin2a, Camk4 (upregulated genes), Gad1 and Vgat (downregulated genes), due to the possibility that these genes may significantly contribute to rPH plasticity in response to repeated homotypic stress exposures and availability of robust and specific sense and antisense complementary RNA (cRNA) probes (see Table 3). Sections were thaw-mounted onto polylysine-coated glass slides, quickly frozen, and stored at −80°C until assayed by radiometric *in situ* hybridization (ISH) against target mRNAs of interest.

**Table 2:** Validation (*in situ* hybridization histochemistry) experimental design.

C	–	–	–	–	–	–	–: bs	Eut
AS7	x	–	–	–	–	–	–: bs	Eut
AS1	–	–	–	–	–	–	x: bs	Eut
RS3	–	–	–	–	x	x	x: bs	Eut
RS7	x	x	x	x	x	x	x: bs	Eut
Days	1	2	3	4	5	6	7	8

Groups of rats (*n* = 6/group) were exposed to 30 min of white noise (x), 100 dBA SPL, or no noise (−) on consecutive days. Blood samples (bs) were collected immediately after exposure on day 7 and assayed for CORT. Animals were euthanized (Eut) 24 h after the last noise or no noise exposure for brain collection. C (control): no noise control group; AS1/7: single loud noise exposure 1 or 7 days prior to euthanasia; RS3: three loud noise exposures; RS7: seven loud noise exposures.

**Table 3:** *In situ* hybridization histochemistry complementary RNA (cRNA) probe details.

Camk4: Reference sequence NM_012727.3; 688 bp fragment (256. … 943) spanning exons 4–14.
Gabrb2: Reference sequence NM_012957.2; 688 bp fragment (81. … 768) spanning exons 2–7.
Gad1: Reference sequence NM_017007; 210 bp fragment (1836. … 2046) within the last exon (gifted from Drs. Stanley Watson and Huda Akil, University of Michigan).
Grin2a: Reference sequence NM_012573.3; 688 bp fragment (1,114. … 1801) spanning exons 4–8.
Slc32a: Reference sequence NM_031782.1; 688 bp fragment (101 … 788) spanning exons 1 and 2.

#### Radiometric ISH histochemistry

The methods for radiometric ISH were similar to those described previously (Babb et al., 2013; Sasse et al., 2013). Briefly, slides were fixed, treated to reduce non-specific cRNA binding, and hybridized with ^35^S-UTP-labeled cRNA probes overnight, washed and exposed to X-ray films for 6–10 days. Test films were included with slides run concurrently and were used to optimize the exposure time of the films containing experimental slides. Levels of mRNA from films were analyzed by computer-assisted optical densitometry by an experimenter blind to the treatment conditions. Images of each individual brain section were captured digitally (CCD camera, model XC-77; Sony, Toyko, Japan), and analyzed using Scion Image (Version 4.03 for Windows; ScionCorp). Prior to analysis, signal for all groups was verified to be within the linear range, with all pixels being contained within 30–200 (of a 1–250 max range) to ensure that hybridization was not saturated. The relative optical density of the x-ray film was determined using a macro within Scion Image (written by S. Campeau) which allowed the automatic determination of a signal above background. Specifically, for each section, a background sample was taken over an area of white matter, and the signal threshold was set as 3.5 standard deviations above the mean gray value of the background. The remaining pixels above this threshold were then analyzed within the region of interest. For consistency, a different template was created for each brain region, and was placed using anatomical landmarks based on the white matter distribution of the unstained tissue, according to a standard rat brain atlas (Paxinos and Watson, 2004). The number of pixels above background was multiplied by the signal above background to give an integrated density value for both hemispheres throughout the rostral-caudal extent of each brain region of interest. The mean integrated densities for each animal were then calculated by averaging the integrated density values from 1 to 2 brain sections bilaterally (a total of 2 to 4 values), resulting in a single value for each animal representing the relative mRNA expression for each brain region of interest. These raw values were used for statistical analyses (see below). Log2 fold changes were then calculated for each cRNA and brain region to allow for the display of multiple brain regions with very different levels of mRNA expression on the same graph, and to provide relative comparisons to the RNA-seq results.

### Statistical analyses

All CORT values were analyzed with appropriate one-way ANOVAs, with significance set at *p* = 0.05. Further *post-hoc* mean comparisons were performed using Bonferroni’s corrections. Raw values of ISH mRNA expression integrated densities were analyzed using pre-planned contrasts between the control (C) and every other group (AS7, AS1, RS3 and RS7) within the general linear model implemented in R Statistical package (version 4.0.0 for Windows), with statistical significance for these tests set at *p* = 0.01 to correct for the relatively large number of contrasts performed. The built-in dummy contrast method was used for the contrasts in each brain region and transcript measured. For presentation purposes only, raw integrated densities results were transformed into Log2 fold changes against the appropriate control groups for a rough comparison to the RNA-seq results. Pearson’s product–moment correlation coefficients and associated statistics (*p* ≤ 0.05) were computed between the CORT values and the respective mean integrated densities for rats that were exposed to stress 24-h prior to euthanasia (AS1, RS3 and RS7) in the *in situ* experiment to determine if significant correlations exit between CORT and the 5 mRNAs in the 3 brain regions examined.

## Results

### RNA-seq study

As expected (Masini et al., 2008), rats experiencing the largest number of loud noise exposures (RS7) displayed a significant reduction in CORT levels on the last stress day, as compared to the groups exposed to 1 or 3 loud noises, indicating reliable habituation (Figure 1). The control (C - no noise) group had the lowest CORT levels, while a single loud noise exposure (AS) was associated with the largest CORT response. Seven loud noise exposures reliably reduced CORT levels at the end of the 30 min noise exposure compared to the 1 and 3 loud noise-exposed groups. These findings were supported by a one-way ANOVA, indicating a significant effect of differential loud noise exposures (*F*_3,20_ = 48.05, *p* < 0.05). *Post-hoc* mean comparisons (Bonferroni correction) indicated that while the control group significantly differed from the other groups (*p*’s < 0.05), the RS7 group differed significantly from the AS and RS3 groups (*p*’s < 0.05), but the latter groups did not differ from each other (*p* > 0.05).

**Figure 1:**
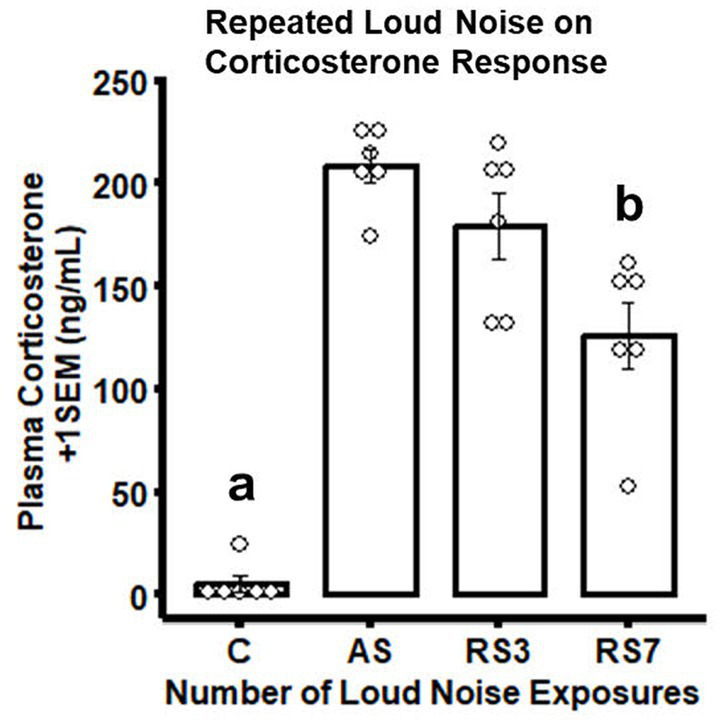
Combined bar/dotplots illustrating individual plasma corticosterone levels (ng/ml – white dots), group means (bars) and standard errors of the mean (SEM) achieved in the initial RNA-seq study in the control (C) and loud noise exposed rats [1(AS), 3(RS3) and 7(RS7) sessions of 30 min loud noise (100 dBA SPL; *n*=6/group)]. ^a^Denotes significant differences between the C group and all other groups (*post-hoc* comparisons with Bonferroni correction, *p* ≤ 0.05); ^b^Indicates significant differences between the RS7 and the AS and RS3 groups, respectively (*post-hoc* comparisons with Bonferroni correction, *p* ≤ 0.05).

Following euthanasia and tissue collection in the rPH region 24-h after the last control or loud noise exposure, RNA was extracted from tissue blocks and processed for RNA-seq. 

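The deposited table holds the number of reads the authors counted on each of 32883 Ensembl genes in all 24 rats, without normalization, after trimming the reads and mapping them to the rn6 genome. The paper left out 4 rats, 1 per group, without numbering them, because 1 library had the fewest reads and 3 had over-represented adapter sequences and high GC content. These rats were identified from the baseMean column of Supplemental Table S1. Of all sets that leave out 1 rat per group, 1 set gave the printed baseMean of all 808 listed genes (relative tolerance 1e-07), and the next best set gave 0 of them. It leaves out C rat 20, AS rat 18, RS3 rat 8 and RS7 rat 1. In the 20 retained rats, 5 per group, between 8087697 and 16947298 reads per rat were counted on genes. The median was 11298078 in the C group, 11858909 in the AS group, 12188012 in the RS3 group and 14189794 in the RS7 group. The excluded rats had 10227122 (C), 4744531 (AS), 9546391 (RS3) and 14299345 (RS7) counted reads. The table lists genes by Ensembl identifier only, so symbols come from Table S1, which names 779 of them, and no chromosome positions are given. Differential expression was tested with edgeR's quasi-likelihood test, with the 4 groups in 1 fit, TMM normalization and Benjamini-Hochberg adjustment, on the 16202 genes that passed edgeR's filter on low counts. The paper used the DESeq2 Wald test, which was run as an alternative. Differentially expressed genes are those with an adjusted p of 0.05 or less. Each log2 fold change is the group with more exposures minus the group with fewer. The standard error given with it is the absolute log2 fold change divided by the square root of edgeR's F statistic. It adds no measure of precision apart from the test. In counts simulated for C and RS7 groups of 5 rats, with 200 of 16202 genes changed, the edgeR test called 78% of genes changed 1.5-fold, 96% of those changed 2-fold and 42% of those with a smaller change. It made 170 calls there, of which 13 were wrong. CPM values, counts scaled to the library size with TMM factors, are given as mean ± SD over 5 rats.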

Multiple comparisons for differential gene expression were examined, including C versus AS, C versus RS3, C versus RS7, AS versus RS3, AS versus RS7 and RS3 versus RS7 groups. Genes and associated statistics are listed in Supplemental Table S1. 

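In the C versus AS group comparison, edgeR's quasi-likelihood test gave 0 differentially expressed genes of 16202 tested, with a lowest Benjamini-Hochberg adjusted p of 0.461, and 1625 genes had an unadjusted p under 0.05. The DESeq2 Wald test and limma-voom with sample quality weights also gave 0 genes, with 1592 and 1214 genes at an unadjusted p under 0.05. In all 24 rats, edgeR gave 0 genes and 736 had an unadjusted p under 0.05. The count stayed at 0 when each of the 10 rats of both groups was left out in turn, while the number at an unadjusted p under 0.05 fell to 902 without C rat 21 and 792 without C rat 22. The alternative that moved both most was the share of counts in the 10 most abundant genes as a covariate, chosen after the values were seen, with 1 gene and 457 at an unadjusted p under 0.05.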

There were no significantly altered genes (DESeq2 Wald Statistic; *p*_adj_ ≤ 0.05) in the C versus AS group comparison, as shown in Figure 2. 

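In the C versus RS3 group comparison, edgeR's quasi-likelihood test gave 0 differentially expressed genes. The lowest Benjamini-Hochberg adjusted p was 0.18, and 2639 genes had an unadjusted p under 0.05. The DESeq2 Wald test gave 38 genes, 20 higher and 18 lower in the RS3 group, with independent filtering set for an adjusted p of 0.05. With DESeq2's default setting for this filtering, 0.1, it gave 36 genes, 21 higher and 15 lower. Limma-voom gave 0 genes and 2351 at an unadjusted p under 0.05. EdgeR gave 0 genes in all 24 rats, with 812 at an unadjusted p under 0.05. The edgeR count rose to 17 without C rat 23 and stayed at 0 when any other rat of both groups was left out. The number at an unadjusted p under 0.05 fell to 1489 without C rat 21, 1577 without C rat 22 and, in an alternative chosen after the values were seen, 762 with the share of counts in the 10 most abundant genes as a covariate.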

After 3 loud noise exposures, 36 differentially expressed genes were obtained when compared to the control group; 3 of those were uncharacterized sequences. 

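In the C versus RS7 group comparison, edgeR's quasi-likelihood test gave 24 differentially expressed genes, 18 higher and 6 lower in the RS7 group, with a lowest Benjamini-Hochberg adjusted p of 0.0181. In 20 of the 24 genes the values of the 5 RS7 rats did not overlap those of the 5 C rats. The largest increase among these 20 genes was in Fzd5 (ENSRNOG00000014678), which had 2.15 ± 0.927 CPM in the C group and 4.93 ± 0.348 CPM in the RS7 group. Its log2 fold change was 1.12 (standard error 0.196, edgeR adjusted p = 0.0181). The next largest was in the potassium channel gene Kcnh5 (ENSRNOG00000009542), with a log2 fold change of 1.06 (standard error 0.181, edgeR adjusted p = 0.0181). The largest decrease was in Ankdd1a (ENSRNOG00000015554), from 2.13 ± 0.433 to 0.936 ± 0.334 CPM, a log2 fold change of -1.15 (standard error 0.24, edgeR adjusted p = 0.0457). The DESeq2 Wald test gave 419 genes, or 405 with its default independent filtering, and limma-voom gave 103. In all 24 rats, edgeR gave 46 genes, 17 of them among the 24. Among 100 splits of the same C and RS7 rats, the real one included, 6 gave as many as 24 edgeR calls (highest other 680). With DESeq2's default filtering, 4 of 40 splits gave as many as 405 calls. Chance can therefore not be excluded. With 1 surrogate variable, estimated from the counts, as a covariate, edgeR called 0 genes. The count depended on single rats as well. It was 0 without C rat 19, C rat 21, RS7 rat 3 or RS7 rat 6, so that Fzd5, Kcnh5 and Ankdd1a were called in none of those fits. It was 7 without RS7 rat 5, where Kcnh5 (edgeR adjusted p = 0.0562) and Ankdd1a (0.0936) were not called either. The count was 13 without RS7 rat 2, 39 without C rat 22, 62 without C rat 24, 241 without C rat 23 and 560 without RS7 rat 4. The AS and RS3 rats enter this comparison through the shared normalization, filter and estimate of the spread, and the count was 42 without AS rat 13, 11 without AS rat 14, 10 without AS rat 15, 13 without AS rat 17, 53 without RS3 rat 7, 37 without RS3 rat 9, 12 without RS3 rat 10, 75 without RS3 rat 11 and 10 without RS3 rat 12.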

A similar analysis between the C and RS7 conditions reported 405 differentially expressed genes, as shown in Figure 2; 20 of those were poorly characterized sequences or loci. 

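The paper names 17 of the 18 genes that Table S1 holds in both the C versus RS3 and the C versus RS7 list. They are Prkcq, Foxp2, Lypd6, Tp53i11, Cndp2, Wnt4, Gucy1a1, Stmn1, Gad2, Necab3, Slc36a4, Abhd8, Utrn, Pgk1, Col4a1, Atxn7l3 and Marcks. All 17 had the same sign in both comparisons with the C group in the edgeR fit, 12 higher and 5 lower. The absolute log2 fold change was larger in the RS7 group for 11 of them, the exceptions being Abhd8, Utrn, Pgk1, Col4a1, Atxn7l3 and Marcks. The median absolute log2 fold change was 0.35 in the RS3 group and 0.44 in the RS7 group. Exchanging RS3 and RS7 rats over all 252 splits gave a two-sided exact permutation p of 0.706 for this number. Both comparisons share the C rats, and 1000 simulations with equal RS3 and RS7 effects gave a median of 9 genes (5th to 95th percentile 5 to 12), with 162 of them at 11 or more. By edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 7 of the 17 genes were called in the C versus RS7 comparison and 0 in the C versus RS3 comparison, where all 17 had an adjusted p of 0.18. Adjusted over the list alone, all 17 were called in both comparisons, which is not independent evidence because the list was chosen on these samples. Between the RS3 and RS7 groups, 0 of the 17 had an unadjusted p under 0.05 and the lowest edgeR adjusted p was 0.667. The number was between 8 and 14 with each rat left out in turn, the lowest without RS3 rat 11, and 13 with all 24 rats.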

Of the 33 previously characterized genes differentially expressed in the C versus RS3 group comparison, 17 were also contained in the C versus RS7 list, but the log2 fold changes were typically larger in the RS7 comparison. Contrasts amongst the stress groups mirrored many of the results from the control comparisons. For example, there were only 3 differentially expressed genes in the AS versus RS3, and none in the RS3 versus RS7 group contrasts (Figure 2). 

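In the AS versus RS3 group comparison, edgeR's quasi-likelihood test gave 0 genes, with a lowest Benjamini-Hochberg adjusted p of 0.403 and 747 genes at an unadjusted p under 0.05. The DESeq2 Wald test gave 1 gene, or 3 with its default independent filtering, and limma-voom gave 0 with 1266 genes at an unadjusted p under 0.05. These 3 genes were Kcnh5, Ubash3b and Zfp871. Kcnh5 rose from 3.44 ± 0.867 CPM in the AS group to 7.03 ± 1.89 CPM in the RS3 group, a log2 fold change of 1.04 (standard error 0.198, adjusted p = 0.403 in edgeR and 0.00649 in DESeq2). Zfp871 (ENSRNOG00000004947) had a log2 fold change of 0.71 and Ubash3b (ENSRNOG00000008187) one of -0.51, each with an adjusted p of 0.457 in edgeR and 0.0444 in DESeq2. In the RS3 versus RS7 group comparison, edgeR gave 0 genes (lowest adjusted p 0.406) and 1218 at an unadjusted p under 0.05. DESeq2 and limma-voom also gave 0 genes, with 1286 and 1401 at an unadjusted p under 0.05. EdgeR with all 24 rats gave 0 genes in both comparisons, with 455 and 655 at an unadjusted p under 0.05. Both edgeR counts stayed at 0 with each rat left out in turn, and the 747 genes at an unadjusted p under 0.05 became 455 without RS3 rat 9.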

The largest number of differentially expressed genes were observed in the AS versus RS7 group comparison, with a total of 579; a total of 184 of these differentially expressed genes were shared with the list from the C versus RS7 group comparison (405), indicating an overlap of 45% between these two contrasts. 

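In the AS versus RS7 group comparison, edgeR's quasi-likelihood test gave 270 differentially expressed genes, 192 higher and 78 lower in the RS7 group, and 268 of them are in the corresponding list of Table S1. The values of the 2 groups did not overlap in 211 of the 270 genes. Kcnh5 had the largest increase of these 211, from 3.44 ± 0.867 to 10.9 ± 2.15 CPM, a log2 fold change of 1.64 (standard error 0.189, Benjamini-Hochberg adjusted p = 0.00017). It was followed by ENSRNOG00000058217, Dgkh, Fut9 (log2 fold change 1.37) and the opioid receptor gene Oprm1 (1.28), with edgeR adjusted p values between 0.00405 and 0.0126. The largest decrease was in the potassium channel gene Kcnj4 (ENSRNOG00000013869), from 3.15 ± 1.14 to 0.902 ± 0.68 CPM, a log2 fold change of -1.73 (standard error 0.372, edgeR adjusted p = 0.023). The adjusted p of Kcnj4 rose to 0.0865 without AS rat 14, 0.0701 without AS rat 17, 0.0633 without RS7 rat 3 and 0.0635 without RS7 rat 6, and that of Fut9 to 0.0563 without AS rat 17. The DESeq2 Wald test gave 568 genes, or 579 with its default independent filtering, and limma-voom gave 772. With all 24 rats, edgeR gave 129 genes, 107 higher and 22 lower, and 106 of them were among the 270. The count was 46 without AS rat 17, 52 without AS rat 14, 92 without AS rat 16, 81 without RS7 rat 3, 97 without RS7 rat 5 and 83 without RS7 rat 6. Of the 24 genes of the C versus RS7 comparison, 16 (66.7%) were also among the 270. Both comparisons share the RS7 rats. Simulated groups without a difference gave a median of 7 shared genes in lists of the same lengths (highest 11 of 50 simulations), and a correlation of log2 fold changes across genes of 0.475 against 0.737 observed. Regrouping the real C, AS and RS7 rats gave a wider range, with a median of 6 shared genes (highest 17 of 99 regroupings) and a median correlation of 0.486 (95th percentile 0.69), and 3 regroupings had a correlation as large as the observed one. Genes are not independent replicates. With DESeq2 the overlap was 199 genes, or 194 with its default filtering, and with all 24 rats it was 30 in edgeR. Without single rats it ranged from 0 (C rat 19, C rat 21, RS7 rat 3 or RS7 rat 6) to 137 (RS7 rat 4).

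**Figure D1:**
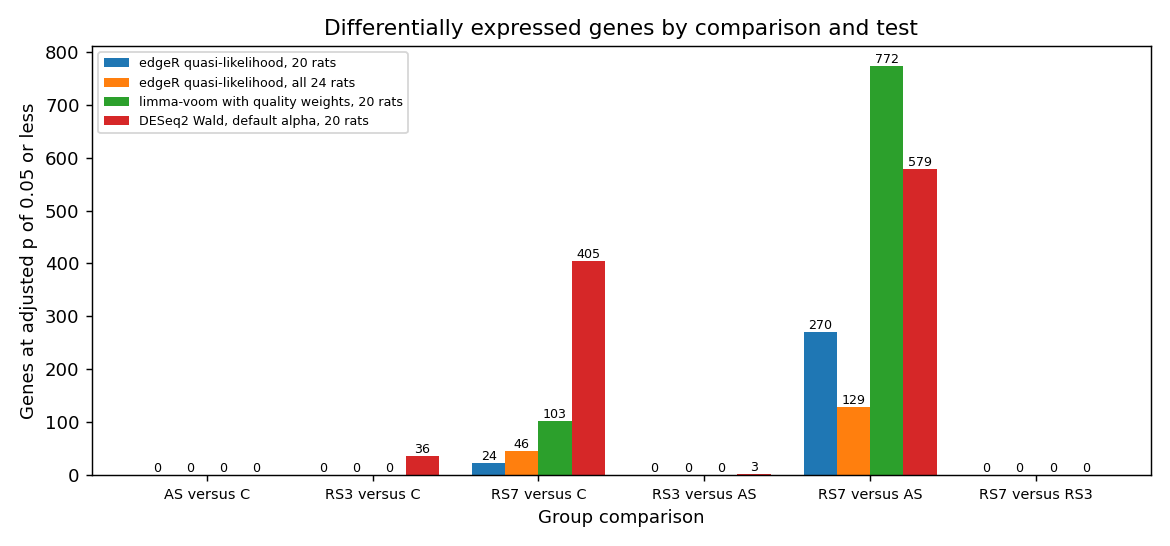
Number of differentially expressed genes (adjusted p of 0.05 or less) in each group comparison by test. In the 20 retained rats, the AS versus RS7 comparison has the largest number in edgeR (270), DESeq2 with default filtering (579) and limma-voom (772). EdgeR with all 24 rats, also shown, gave 129 there. Without RS7 rat 4 the edgeR order was reversed, with 560 genes in C versus RS7 and 267 in AS versus RS7.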

There were 7 differentially expressed genes shared between the C versus RS3, C versus RS7 and AS versus RS7 group comparisons, including Gad2, Gucy1a1, Cndp2, Foxp2, Lypd6, Prkcq and Wnt4. 

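Of these 7 genes, Prkcq (ENSRNOG00000019057), Foxp2 (ENSRNOG00000054508), Lypd6 (ENSRNOG00000038980), Cndp2 (ENSRNOG00000015591) and Wnt4 (ENSRNOG00000013166) were higher after 3 and 7 exposures, and Gucy1a1 (ENSRNOG00000012302) and Gad2 (ENSRNOG00000018200) were lower. Foxp2 had 52.9 ± 9.24 CPM in the C group, 51.9 ± 8.21 in the AS group, 70.7 ± 6.49 in the RS3 group and 82.2 ± 6.28 in the RS7 group. Gad2 had 481.8 ± 94.2, 462.8 ± 64.1, 332 ± 49 and 316.2 ± 43.5 CPM. In the C versus RS3 comparison the log2 fold changes lay between -0.54 (Gad2) and 0.58 (Wnt4), none called by edgeR's quasi-likelihood test (Benjamini-Hochberg adjusted p of 0.18 for each). Without C rat 23, edgeR called Prkcq (0.0223), Foxp2 (0.0278), Cndp2 (0.0216), Gucy1a1 (0.0178) and Gad2 (0.0354). In the C versus RS7 comparison, edgeR called Prkcq with a log2 fold change of 0.70 (adjusted p = 0.0181), Foxp2 with 0.62 (0.0181), Lypd6 with 0.66 (0.0457), Cndp2 with 0.44 (0.0426) and Gucy1a1 with -0.53 (0.0441). Wnt4 (0.66, adjusted p = 0.054) and Gad2 (-0.61, adjusted p = 0.0665) were not called. Each of the 5 calls was lost without C rat 19, C rat 21, RS7 rat 3, RS7 rat 5 or RS7 rat 6, with adjusted p values between 0.0522 and 0.149. Without C rat 22, Lypd6 (0.0734), Cndp2 (0.0571) and Gucy1a1 (0.0553) were lost. Without C rat 24, Lypd6 (0.0504) and Gucy1a1 (0.0502) were lost, and without RS7 rat 2, Lypd6 (0.0742) and Cndp2 (0.0698). Omissions of AS and RS3 rats, which also enter this fit, were not checked for single genes. Without AS rat 15, AS rat 17, RS3 rat 10 or RS3 rat 12, only 1 gene was called lower, against 6. Wnt4 was called without C rat 23 (0.0301) or RS7 rat 4 (0.0317), and Gad2 without C rat 23 (0.0134) or RS7 rat 4 (0.0376). In the AS versus RS7 comparison, edgeR called Foxp2 (log2 fold change 0.66, adjusted p = 0.00405), Gucy1a1 (-0.55, 0.00949), Prkcq (0.60, 0.0135) and Lypd6 (0.60, 0.0253). It did not call Gad2 (-0.55, 0.0561), Cndp2 (0.28, 0.0896) and Wnt4 (0.42, 0.122). Prkcq was lost without AS rat 14 (0.0562) or AS rat 17 (0.0563), and Lypd6 without AS rat 14 (0.0873), AS rat 16 (0.0578), AS rat 17 (0.0953) or RS7 rat 6 (0.0659). Gad2 was called without RS7 rat 2 (0.0435) and Wnt4 without AS rat 13 (0.0495). DESeq2 with default independent filtering called all 7 genes in the 3 comparisons.

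**Figure D2:**
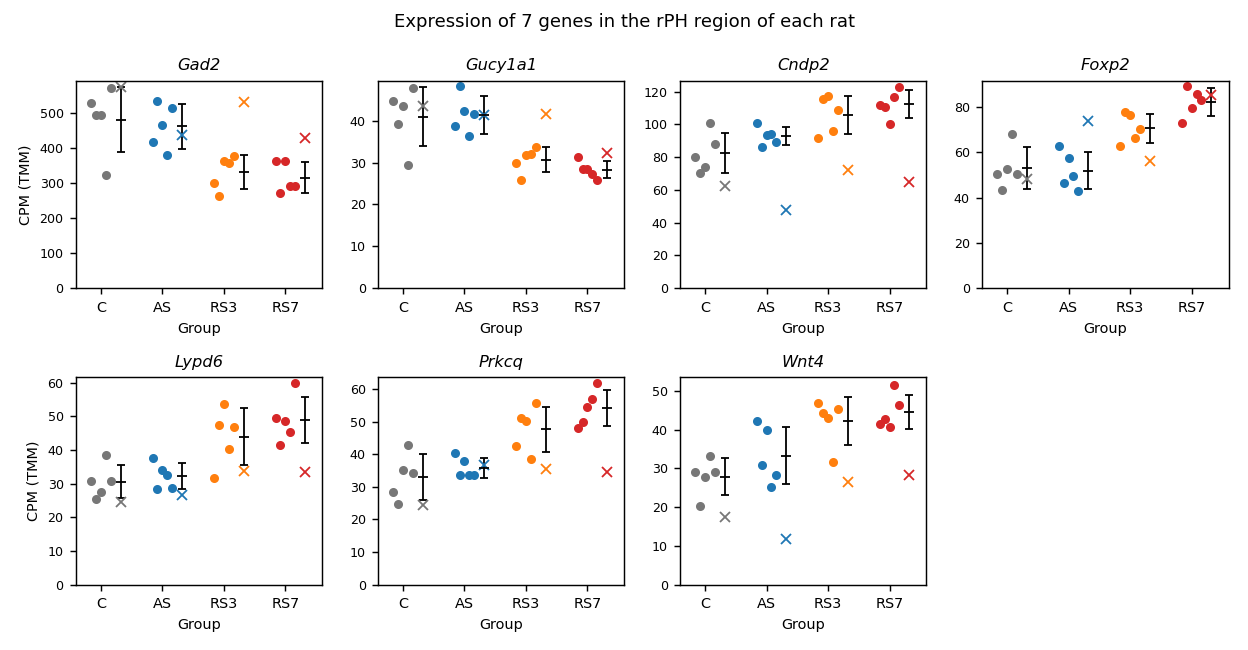
CPM of the 7 genes in each rat by group, with the mean and SD of the 5 retained rats. Foxp2 rises from a mean of 52.9 CPM in the C group to 82.2 CPM in the RS7 group, and Gad2 falls from 481.8 to 316.2 CPM.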

Plots of the log fold changes of the differential gene expression analyses from all these comparisons (volcano plots) are shown in Figure 3. These results suggest that there is a progressive effect of stress exposures and a positive relationship between the magnitude of transcription modifications and the number of stress sessions experienced prior to euthanasia; this explains the increase in the number of genes differentially expressed in the rPH region between the groups with the fewest loud noise exposures (C and AS) and the group with the larger number of stress exposures (RS7), and the relative lack of differences for intermediate comparisons.

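The position of the RS3 group was tested on genes called between other groups, in a fit whose normalization, filter and spread include the RS3 rats. Over the 24 genes called by edgeR in the C versus RS7 comparison, the RS3 rats were shifted from the AS rats in the direction of the RS7 change by a median log2 CPM of 0.25 (two-sided exact permutation test over 252 splits, p = 0.0238). The shift had this direction in 23 of the 24 genes (95.8%), whose median change between C and RS7 was 0.67. Over the 270 genes of the AS versus RS7 comparison, the RS3 rats were shifted from the C rats by a median log2 CPM of 0.09 (exact permutation p = 0.206), in that direction in 205 genes (75.9%), against 0.39 between AS and RS7. The smallest p this test allows is 0.00794. On genes called with only the compared groups in the fit, where RS3 rats had no part, the shifts were 0.38 (18 genes, exact permutation p = 0.0238) and 0.09 (433 genes, p = 0.238). With all 24 rats, the shifts were 0.30 (exact permutation p = 0.0108) and 0.18 (p = 0.039). Over the genes of Table S1 they were 0.14 (405 genes, exact permutation p = 0.0714) and 0.08 (579 genes, p = 0.198). The first shift was past 0.05 no longer without C rat 24 (0.14, exact permutation p = 0.0714), AS rat 16 (0.27, p = 0.0635) or RS7 rat 4 (0.11, p = 0.0714), and had no genes to rest on without C rat 19, C rat 21, RS7 rat 3 or RS7 rat 6. On a scale where the mean of the AS rats is 0 and that of the RS7 rats is 1 for the 270 genes, the C rats lay between 0.000497 and 0.482 and the RS3 rats between 0.235 and 0.843. From its comparisons, the paper proposes that the effect of stress exposures is progressive and grows with the number of sessions. It takes this to explain the larger number of genes after 7 exposures and the few in intermediate comparisons.

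**Figure D3:**
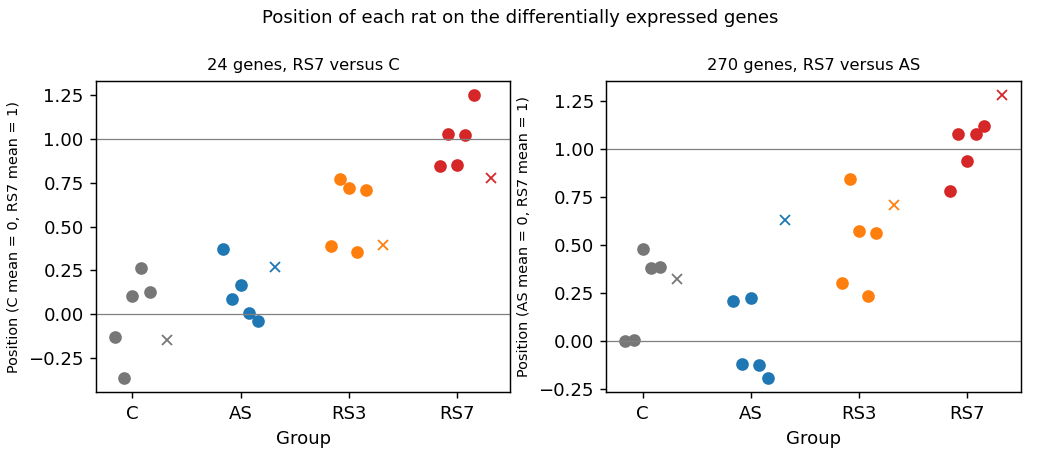
Position of each rat on the genes called in the C versus RS7 and the AS versus RS7 comparisons, as a share of the mean difference between the compared groups, which lie at 0 and 1. On the 270 AS versus RS7 genes the retained RS3 rats lie between 0.235 and 0.843.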

**Figure 2:**
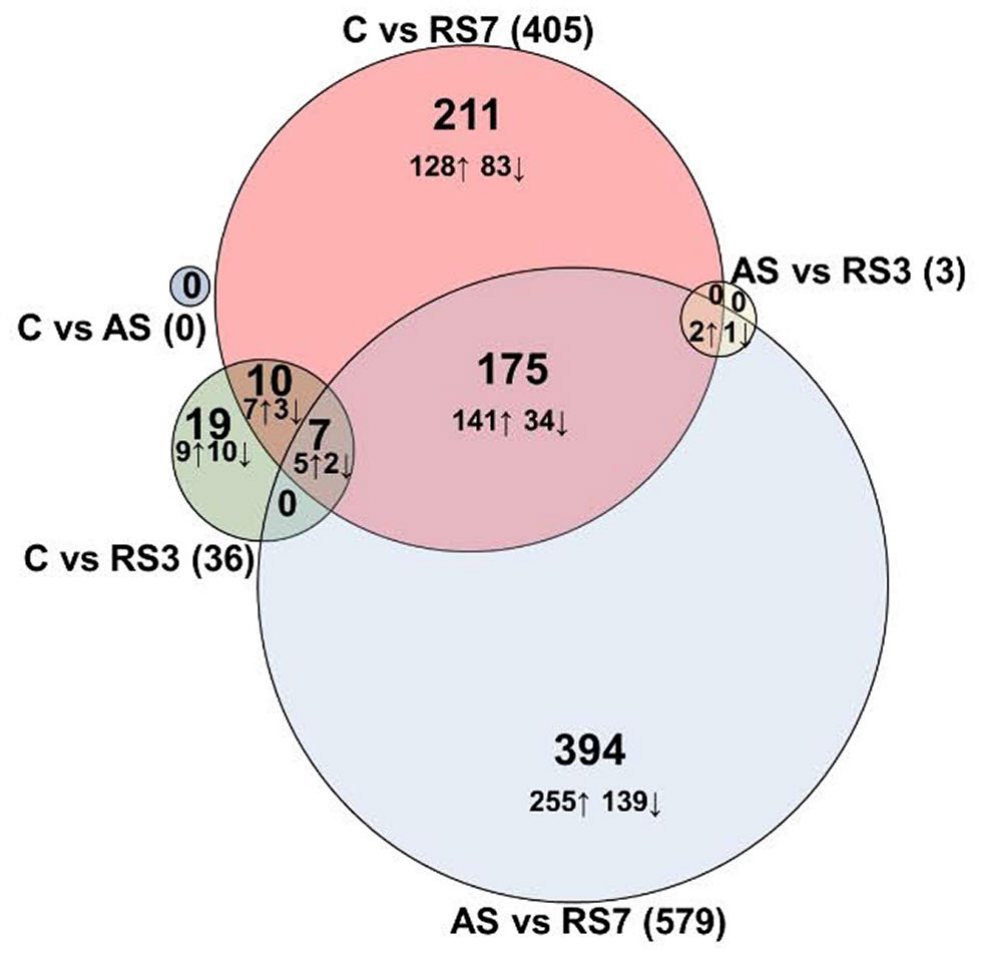
DESeq2 differentially expressed genes. Differential expression analyses of mRNA obtained 24 h after the last control or stress exposure. The number of genes that displayed significant log2 fold changes increase (↑) or decrease (↓) in rats exposed to 1 (AS), 3 (RS3) or 7 (RS7) loud noises, respectively, compared to the no noise control group and between the different stress groups (Ward statistic, *p_adj._* ≤ 0.05). Log2 fold changes varied from −4.18 to 1.65, with the largest values observed in the AS versus RS7 comparison.

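In edgeR's quasi-likelihood fit, the called genes of the AS versus RS7 comparison had log2 fold changes from -1.73 (Kcnj4) to 1.64 (Kcnh5). The lower end of the paper's range is its value for the vasopressin gene Avp (ENSRNOG00000021229) in Table S1. Avp had 41.02 ± 28.3 CPM in the AS group and 2.25 ± 1.93 CPM in the RS7 group. Its log2 fold change was -4.11 (standard error 1.26, Benjamini-Hochberg adjusted p = 0.111 in edgeR), so that it was not called. The C group had 30.96 ± 34.6 CPM and the RS3 group 13.9 ± 23.7 CPM, with an SD larger than the mean in both. Oxt, Trh and Sim1, listed with Avp and Caprin2 (not reported here) as neurosecretory, were also lower. From AS to RS7, mean CPM fell from 57.95 ± 51.3 to 4.24 ± 4.11 (Oxt), 50.81 ± 24.9 to 11.4 ± 7.52 (Trh) and 10.84 ± 1.98 to 5.96 ± 1.78 (Sim1). The paper listed these genes on the same rats. Different shares of neighbouring tissue in the blocks and an effect of the exposures cannot be told apart.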

**Figure 3:**
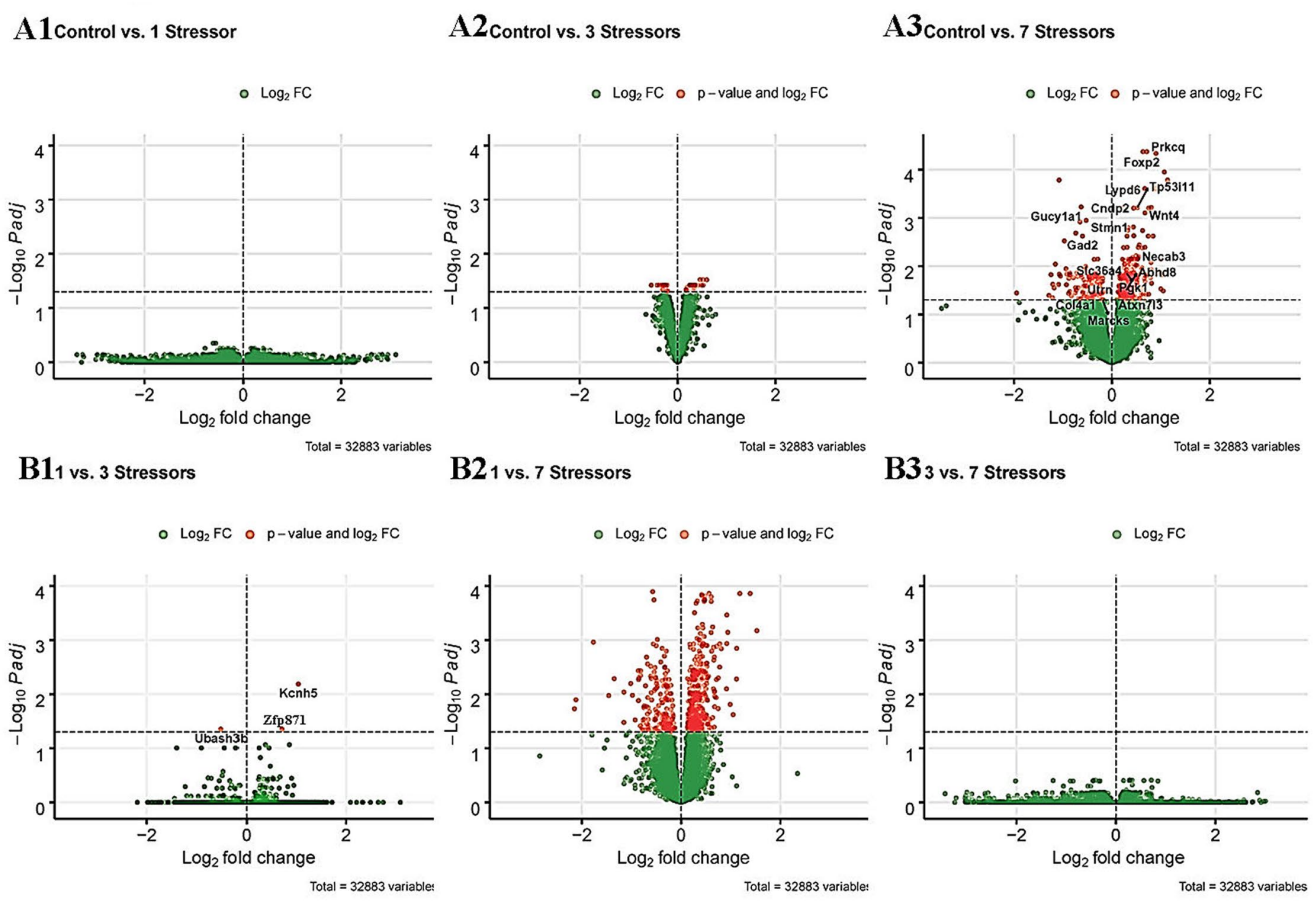
A1-3. Volcano plots (Blighe, 2018) of the log2 fold changes measured between the C versus AS (A1), C versus RS3 (A2) and C versus RS7 (A3) comparisons. The gene names presented in the Control versus 7 stressors (A3) are the 17 genes that were common with the gene list reported after the control versus 3 stressors differential expression analysis. B1-3. Volcano plots of the log2 fold changes measured between the AS versus RS3 (B1), AS versus RS7 (B2) and RS3 versus RS7 (B3) comparisons. The green dots represent all the detected transcripts that were below statistical significance (Ward statistic, *p_adj._* ≥ 0.05); the red dots illustrate the transcripts that were above significance (Ward statistic, *p_adj._* ≤ 0.05) in the respective comparisons.

To help profile meaningful patterns of transcriptomic changes induced by an habituating stress regimen in the rPH region, gene ontology (GO) analyses were performed on the gene lists obtained from the C versus RS3, C versus RS7 and AS versus RS7 comparisons. The relatively small number of genes differentially expressed in the C versus RS3 group comparison was enriched for one significant functional annotation cluster which included zinc finger/binding/nuclear annotations (Benjamini *p_adj_* = 0.023). The set of differentially expressed genes from the C versus RS7 group comparison provided multiple significant gene enrichment categories, as shown in Figure 4. The gene categories most strongly associated with repeated homotypic stress exposures included genes in the Wnt signaling pathway and genes that regulate neural differentiation, memory, membrane potential, axons, pre- and post-synaptic elements especially related to GABAergic and glutamatergic neurotransmitter systems, with reliable calcium and kinase activity associated genes. For example, multiple subunits of the GABA_A_ receptor family (Gabrb1, Gabrb2, Gabrd), the glutamate decarboxylase enzymes (Gad1, Gad2), and the vesicular GABA transporter (Slc32a1) largely contributed to the GABAergic neurotransmitter system GO term. 

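Gabrb1 (ENSRNOG00000002327) had 17.7 ± 3.08 CPM in the C group and 24.98 ± 3.84 CPM in the RS7 group, a log2 fold change of 0.49 (standard error 0.136, Benjamini-Hochberg adjusted p = 0.0904 by edgeR's quasi-likelihood test). Gabrd (ENSRNOG00000016385) had 42.3 ± 7.35 and 66.2 ± 15.7 CPM, a log2 fold change of 0.63 (standard error 0.197, edgeR adjusted p = 0.124). DESeq2 with its default filtering gave adjusted p values of 0.0219 for Gabrb1 and 0.0498 for Gabrd. In the AS versus RS7 comparison, edgeR called Gad1 (log2 fold change -0.71, adjusted p = 0.0128), Gabrb1 (0.61, 0.0264) and Gabrb2 (0.51, 0.0408). It did not call Slc32a1 (-0.52, 0.0541) or Gabrd (0.44, 0.264). Without AS rat 17 the adjusted p of Gad1 was 0.0513. Gabrb1 was lost without AS rat 14 (0.0796), AS rat 16 (0.0721), AS rat 17 (0.0943), RS7 rat 3 (0.0696) or RS7 rat 6 (0.0635). Gabrb2 was lost without AS rat 14 (0.124), AS rat 16 (0.101), AS rat 17 (0.132), RS7 rat 3 (0.0944), RS7 rat 5 (0.121) or RS7 rat 6 (0.103). Slc32a1 was called without AS rat 15 (0.0346) or RS7 rat 2 (0.0314). With all 24 rats, the AS versus RS7 adjusted p was 0.00968 for Gad1, 0.0205 for Gabrb1, 0.0439 for Gabrb2, 0.0468 for Slc32a1 and 0.266 for Gabrd.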

Similar analyses from the AS versus RS7 group contrast provided relatively similar biological processes; the apparent differences were almost always produced by the terms in the AS versus RS7 list being significant but pushed below the top 10 terms (axonogenesis, memory, brain development), with the exception of the canonical Wnt signaling pathway, which was not significant. The cellular components of the AS versus RS7 list were very similar, including the ordering, of most of the significant terms in comparison to the C versus RS7 list. The molecular function terms were likewise similar; because of the larger number of differentially expressed genes in the AS versus RS7 group comparison, a greater number of terms were significant.

**Figure 4:**
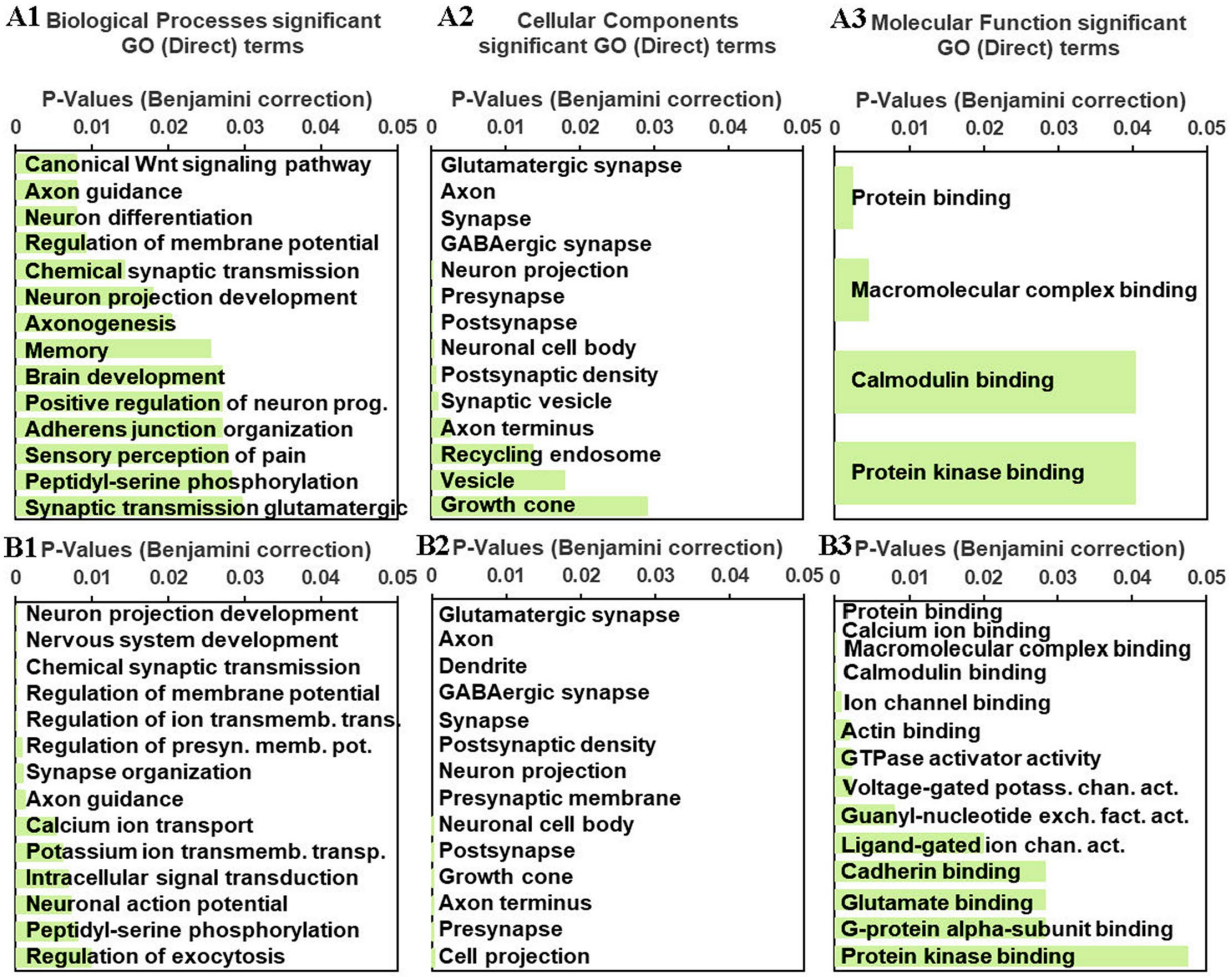
A1–3: gene enrichment/ontology (GO) analyses results for significant biological processes (A1), cellular components (A2) and molecular functions (A3) from the C versus RS7 group comparison gene list processed in DAVID (see text). B1-3. Similar gene enrichment analyses were performed on the AS versus RS7 group comparison gene list. The green horizontal bars represent the significance levels (Benjamini corrections, *p* ≤ 0.05) associated with the indicated GO terms.

A transcription factor enrichment analysis was next performed to predict regulatory factors/networks systematically enhanced or repressed by repeated homotypic stress in the rPH region based on the observed differential gene expression. Transcription factor analysis on the gene list reported for the C versus RS3 group comparison (including both up- and down-regulated genes) provided a few high-ranking transcription factor associations (top 2: Fbxl19 and Mypop, with mean ranks of 20.5 and 28.5, respectively; lower numbers imply stronger putative associations), while that for the C versus RS7 comparison provided transcription factor associations with mean ranks ranging from 11.0 (Myt1l – myelin transcription factor 1-like) to 29.0 (Dach2 – Dachshund family transcription factor 2). The top 10 transcription factors based on ChEA3 mean rank method for the C versus RS7 comparison are listed in Supplemental Table S2. Only one of those 10 transcription factors, Zmat4 (Zinc finger, matrin-type 4 - mean rank: 13.0), was a member of the differentially expressed gene list reported in the C versus RS7 group comparison. 

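Zmat4 (ENSRNOG00000042690) had 107.7 ± 15.4 CPM in the C group and 140.7 ± 20.1 CPM in the RS7 group, and the values of the 5 RS7 rats did not overlap those of the 5 C rats. The log2 fold change was 0.38 (standard error 0.118), with a Benjamini-Hochberg adjusted p of 0.121 in edgeR's quasi-likelihood test and 0.0362 in DESeq2 with its default filtering. The edgeR adjusted p was 0.0733 with all 24 rats. Zfp365 (ENSRNOG00000000638), the rat gene for Znf365, had 158.7 ± 14.9 and 191.7 ± 19.6 CPM. Its log2 fold change was 0.27 (standard error 0.0804, adjusted p = 0.105 in edgeR and 0.048 in DESeq2), and edgeR called it without RS7 rat 4 (0.04).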

Not surprisingly, 9 of the 10 top transcription factors reporting multiple associations with the genes from the C versus RS7 comparison were highly represented in brain tissue, based on the Genotype Tissue Expression library (GTEx TF network). Similar analyses were performed separately on the C versus RS7 group comparison of reported up- and down-regulated genes, respectively, to determine if closer or different associations could be obtained (see Supplemental Table S2). For the C versus RS7 list of up-regulated genes (283), Mytl1 still came in the top mean rank (8.0), with Zmat4 (17.0) still within the top 10 mean ranked transcription factors. Putative interactions between these transcription factors are represented graphically in Figure 5A1. With the exception of one transcription factor (Peg3), the top 10 mean rank transcription factors enriched in the whole list (up- and down-regulated) were the same as in the up-regulated C versus RS7 gene list. For the C versus RS7 list of down-regulated genes (122), a different set of top mean rank transcription factors emerged (see Figure 5A2), with Dlx6 (Distal-less homeobox 6) at the top (mean rank: 9.33), which was also in the list of down-regulated genes. 

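Dlx6 (ENSRNOG00000010822) was expressed at a low level, 2.95 ± 0.537 CPM in the C group and 1.51 ± 0.289 CPM in the RS7 group, without overlap between the 5 rats of each. Its log2 fold change was -0.94 (standard error 0.2), with a Benjamini-Hochberg adjusted p of 0.0501 in edgeR's quasi-likelihood test and 0.0113 in DESeq2 with its default filtering. The edgeR adjusted p was 0.0177 without C rat 23, 0.0314 without RS7 rat 4, and 0.223 with all 24 rats.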

None of the top 10 transcription factors associated with gene down-regulation were members of the top 10 transcription factors associated with up-regulation of the C versus RS7 comparison. Of interest, many of the top mean ranked up-regulated transcription factors (Myt1l, Znf365, Camta1, Znf385b) were associated with up-regulated transcripts encoding subunits of the GABA_A_ receptor family, while nearly all top mean ranked down-regulated transcription factors were associated with down-regulated Gad1 (Gad67), Gad2 (Gad65) and Slc32a1 (Vgat) transcripts. Similar transcription factor enrichment analyses were carried out on the AS versus RS7 group comparison gene list with many of the same transcription factors displaying the strongest associations to the differentially expressed genes (Myt1l, Zmat4, Csrnp3, Dach2, Znf385b, Dlx6, Lhx8, Dlx1, Sp9), as shown in Figure 5B1, B2, and in Supplemental Table S2.

**Figure 5:**
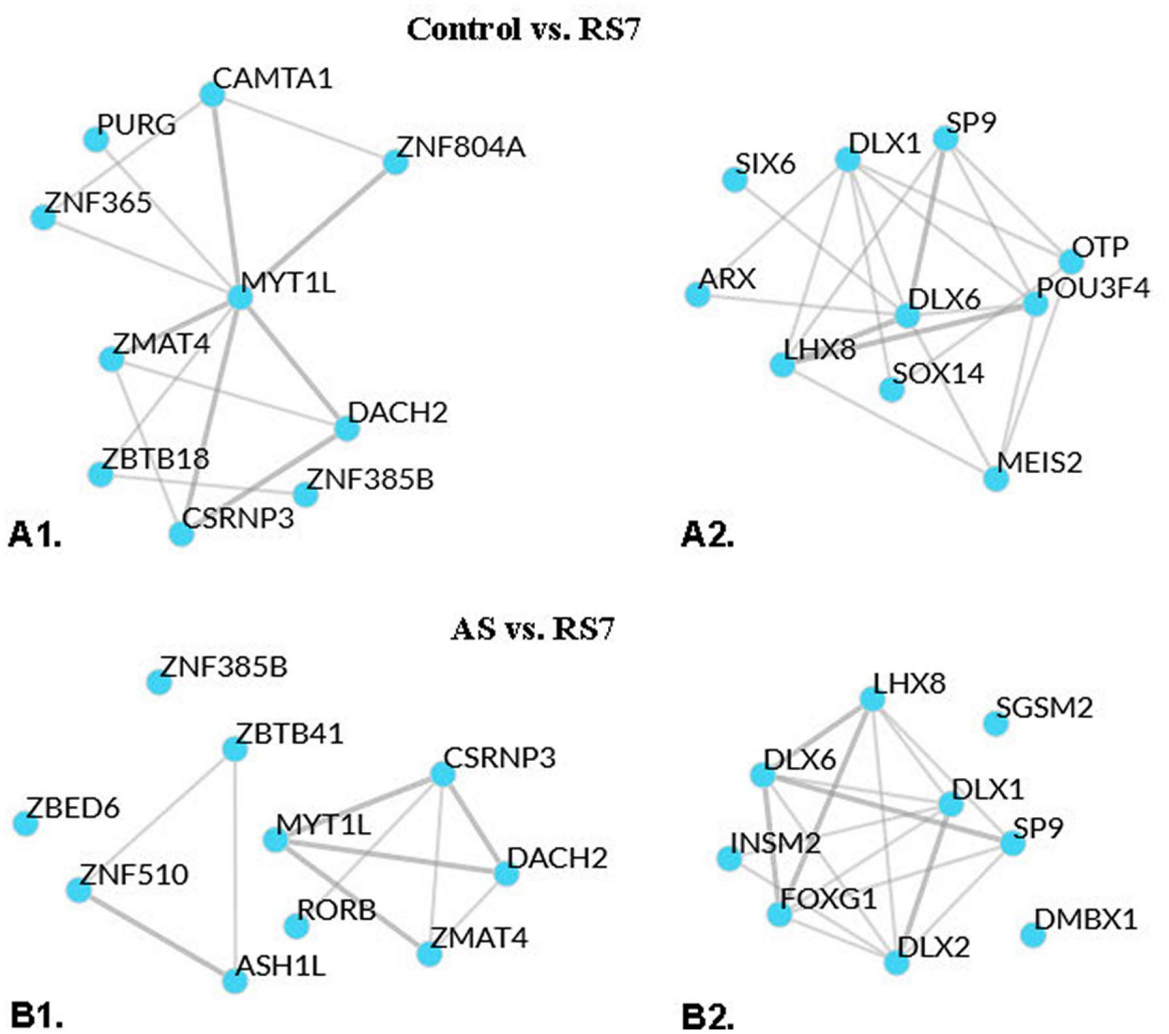
Local network analysis representation of top means ranked transcription factors displaying putative interactions, based on averaged integrated ranks across multiple libraries and databases (see ChEA3 libraries). **A1**: local network interaction results from the top 10 mean rank transcription factors of the control versus RS7 group comparison upregulated gene list. **A2**: local network interaction results from the top 10 mean rank transcription factors of the control versus RS7 group comparison downregulated gene list. **B1**: local network interaction results from the top 10 mean rank transcription factors of the AS versus RS7 group comparison upregulated gene list. **B2**: similar analysis for the AS versus RS7 group comparison downregulated gene list. Thicker lines indicate multiple library evidence for putative associations of the respective transcription factors.

### Validation study with ISH histochemistry

Similar to the CORT results of the RNA-seq study, rats experiencing the largest number of loud noise exposures (RS7) displayed the largest reduction in CORT levels on the last stress day, indicating significant habituation to the repeated loud noise exposures (Figure 6). The control (C), singly loud noise exposed 7 days prior to blood sampling (AS7) and the group exposed to 7 loud noises (RS7) all had low CORT levels, while a single loud noise exposure on the sampling day (AS1) was associated with the largest CORT response. Seven loud noise exposures reliably reduced CORT levels at the end of the 30 min noise exposure compared to the 1 (AS1) and 3 (RS3) loud noise-exposed groups. These observations were supported by a one-way ANOVA, indicating a significant effect of differential loud noise exposures (*F*_4,24_ = 46.03, *p* < 0.05). *Post-hoc* mean comparisons (Bonferroni correction) indicated that while the C, AS7 and RS7 groups did not differ from each other (all *p*’s > 0.05), they all significantly differed from the AS1 and RS3 groups (all *p*’s < 0.05), which did not differ from each other (*p* > 0.05).

**Figure 6:**
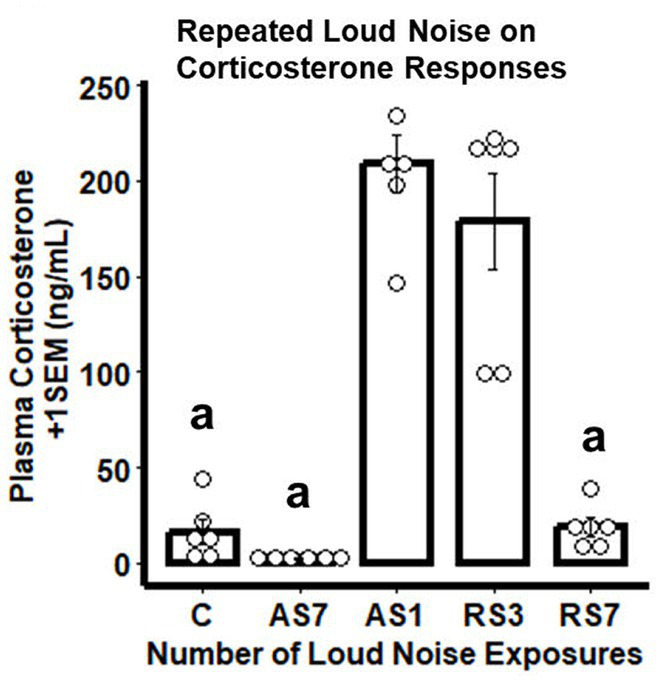
Combined bar/dotplots illustrating individual plasma corticosterone levels (ng/ml – white dots), group means (bars) and standard errors of the mean (SEM) achieved in the validation study in the control (C) and loud noise exposed rats [1(AS), 3(RS3) and 7(RS7) sessions of 30 min loud noise (100 dBA SPL; *n*=6/group)]. ^a^Denotes significant differences with the AS1 and RS3 groups (*post-hoc* comparisons with Bonferroni correction, *p* ≤ 0.05).

Radiometric ISH histochemistry was performed against three transcripts of significantly up-regulated (Gabrb2, Grin2a and Camk4) and two down-regulated (Gad1 and Slc32a) genes detected in the C versus RS7 comparison to begin to validate the RNA-seq results. 

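In the RNA-seq libraries of the C and RS7 rats, Gabrb2 (ENSRNOG00000003680) had 93.5 ± 15.4 and 136 ± 16.3 CPM, a log2 fold change of 0.53 (standard error 0.125, Benjamini-Hochberg adjusted p = 0.0666 by edgeR's quasi-likelihood test). Grin2a (ENSRNOG00000033942) had 20.0 ± 4.13 and 33.6 ± 2.21 CPM, a log2 fold change of 0.74 (standard error 0.151, edgeR adjusted p = 0.0501). Camk4 (ENSRNOG00000020478) had 15.1 ± 1.94 and 21.6 ± 2.4 CPM, a log2 fold change of 0.51 (standard error 0.117, edgeR adjusted p = 0.0599). Gad1 (ENSRNOG00000000007) fell from 257 ± 52.6 to 166 ± 16.7 CPM, a log2 fold change of -0.63 (standard error 0.132, edgeR adjusted p = 0.054). Slc32a1 (ENSRNOG00000015393) fell from 93.9 ± 13.1 to 69.9 ± 10.3 CPM, a log2 fold change of -0.42 (standard error 0.134, edgeR adjusted p = 0.126). None of the 5 genes was called by edgeR. DESeq2 with its default filtering called all 5, with adjusted p values between 0.000594 (Gad1) and 0.0403 (Slc32a1). Every RS7 rat lay above every C rat in Gabrb2, Grin2a and Camk4, genes that the paper chose as changed between these rats. EdgeR called Gabrb2 (0.0363 and 0.0322), Gad1 (0.0136 and 0.0376) and Camk4 (0.0394 and 0.0375) without C rat 23 and without RS7 rat 4. It called Grin2a without C rat 22 (0.0362), C rat 23 (0.0363), C rat 24 (0.0458) or RS7 rat 4 (0.0315). With all 24 rats it called Grin2a (0.0268) and Gad1 (0.0375), and not Gabrb2 (0.0621), Camk4 (0.0889) or Slc32a1 (0.254).

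**Figure D4:**
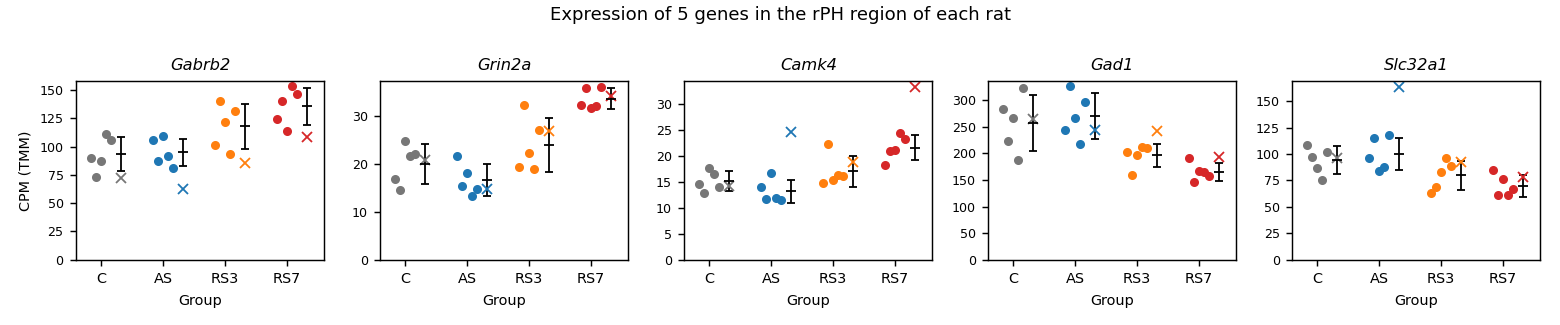
CPM of Gabrb2, Grin2a, Camk4, Gad1 and Slc32a1 in each rat by group, with the mean and SD of the 5 retained rats. Grin2a rises from a mean of 20.0 CPM in the C group to 33.6 CPM in the RS7 group, and Gad1 falls from 257 to 166 CPM.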

Expression was examined in the hypothalamic rPH, DMH and forebrain ACe to assess specificity of differential gene expression. As shown in Figure 7, all of the transcripts assessed showed the expected changes in the rPH region, with up-regulation of the Gabrb2, Grin2a and Camk4 (blue) and down-regulation of Gad1 and Slc32a. Statistically, only the rPH Camk4 (contrast *t* value = 4.06, *p* < 0.01), Grin2a (contrast *t* value = 3.12, *p* < 0.01), and Gad1 (contrast *t* value = −2.53, *p* = 0.01) transcripts from the RS7 group were significantly different from their respective control group integrated density values. Polynomial contrasts were additionally performed in the groups receiving 1 (AS1), 3 (RS3) or 7 (RS7) loud noise exposures 24 h prior to euthanasia, reaching significance for Grin2a, Camk4 and Gad1 transcripts, (all *p*’s < 0.05), but not Gabrb2 or Slc32a (all *p*’s > 0.05). These results are similar to the findings of the RNA-seq study (Figure 3), suggesting that increasing homotypic stress exposures leads to larger differential gene expression. Pearson’s correlations revealed a similar pattern of results, indicating significant negative correlations between CORT and rPH Grin2a (*r*: −0.61, *t*_16_ = 3.04, *p* < 0.05) and rPH Camk4 (*r*: −0.62, *t*_16_ = 3.14, *p* < 0.05) mRNAs, and a positive correlation for rPH Gad1 (*r*: 0.52, *t*_16_ = 2.45, *p* < 0.05) mRNA; none of the other correlations for Gabrb2, Slc32a1 or other brain regions approached significance. The transcript regulation observed was therefore relatively specific to the rPH, as none of the contrasts or correlations in other groups or brain regions were statistically significant, as indicated in Figure 7. Examples of autoradiograms and regions quantified in the validation study are shown in Figure 8.

**Figure 7:**
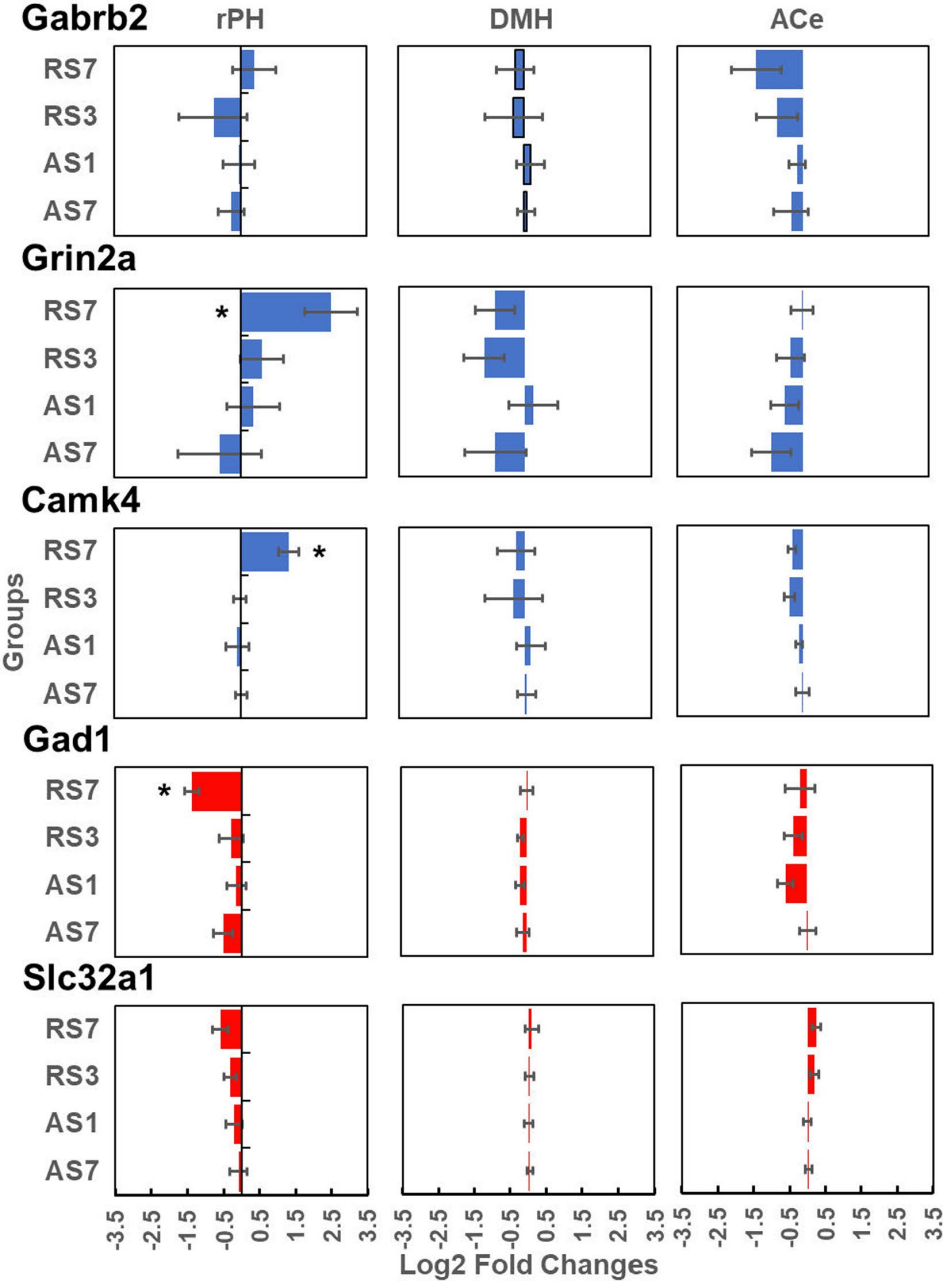
Log2 fold change values (±1 SEM) from radiometric *in situ* hybridization histochemical detection of Gabrb2 (top line panels), Grin2a (second line panels), Camk4 (third line panels), Gad1 (fourth line panel) and Slc32a (last line panels). These results are presented for the rostral posterior hypothalamic region (rPH; left hand panels), the dorsomedial hypothalamic nucleus (DMH; middle panels) and the central nucleus of the amygdala (ACe; right hand panels). Each panel includes the log2 fold changes of the AS7, AS1, RS3 and RS7 groups (*n* = 6/group) compared to their respective control groups for each brain region and transcript. *Denotes significant contrasts between the indicated groups and their respective control group (*p* ≤ 0.01).

**Figure 8:**
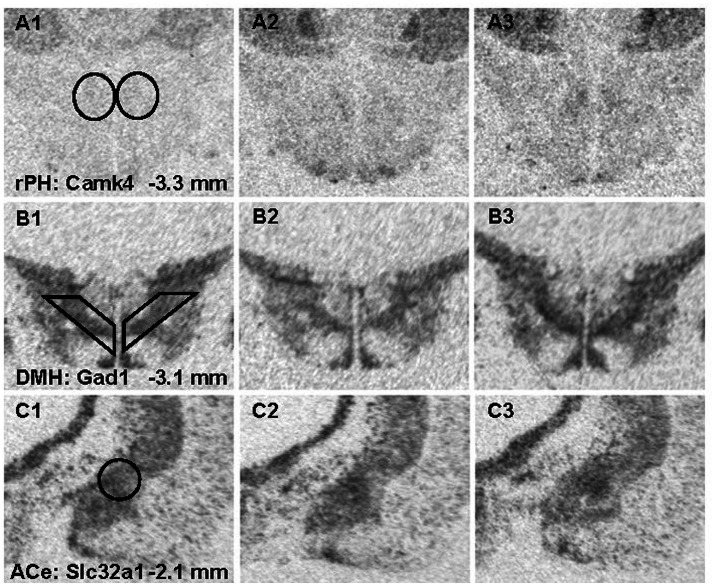
Representative photomicrographs from x-ray films exposed to brain sections hybridized with radioisotopic cRNA probes against Camk4 (A1-3), Gad1 (B1-3) and Slc32a1 (C1-3) mRNA across 3 different brain regions. Templates used for semi-quantitative analysis are shown in panel A1 for the rostral posterior hypothalamic nucleus (rPH) bilaterally; B1 for the dorsomedial hypothalamic nucleus (DMH) bilaterially; and C1 for the central nucleus of the amygdala (ACe) unilaterally. The left panels show representative sections from the no noise control (C) group (A-C1); the middle panels are from the group exposed to a single loud noise (AS1) 24-h prior to euthanasia (A-C2); and the right panels display sections from the group experiencing 7 loud noise (RS7) sessions (A-C3).

## Discussion

These studies are among the first to report significant gene regulation induced by exposure to repeated homotypic stress which typically leads to stress response habituation in the neuroendocrine, autonomic and behavioral domains (Watts, 1975; Zbrozyna, 1976; Abbott et al., 1984; Abercrombie and Jacobs, 1987; McCarty et al., 1992; Dobrakovova et al., 1993; Chen and Herbert, 1995; Yu and Blessing, 1997; Marti and Armario, 1998; Campeau et al., 2002; Carter et al., 2004; Grissom et al., 2008; Masini et al., 2008, 2011; Sasse et al., 2013). It should be noted that rats were deliberately euthanized 24 h after their last control or stress exposure at a time when relatively steady-state transcriptional responses should be achieved and maintained; this was suggested by the lack of immediate-early genes in our lists of differentially expressed genes at any time. However, the duration of the observed gene expression changes should ultimately be tested after different post-stress intervals given the reported gene profile changes at different intervals following chronic stress (Gray et al., 2014). 

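Of 26 immediate-early genes listed from general knowledge, 1, Arc (ENSRNOG00000043465), has an identifier in Table S1. That table holds only genes the paper lists as changed, so the other members are not named in its lists. Their counts could not be matched to test them here. Arc had 5.75 ± 1.33 CPM in the C group, 7.08 ± 1.57 in the AS group, 4.74 ± 0.546 in the RS3 group and 4.27 ± 1.00 in the RS7 group. Between the AS and RS7 groups its log2 fold change was -0.72 (standard error 0.169, Benjamini-Hochberg adjusted p = 0.0293 in edgeR's quasi-likelihood test and 0.00701 in DESeq2 with its default filtering), and it is in the AS versus RS7 list of Table S1. The edgeR call was lost without AS rat 14 (0.119), AS rat 17 (0.0639), RS7 rat 3 (0.086), RS7 rat 4 (0.0564) or RS7 rat 6 (0.0836), and with all 24 rats (0.0929). Between the C and RS7 groups the log2 fold change was -0.42 (edgeR adjusted p = 0.219).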

Another important feature of the study designs employed differential stress exposures known to be associated with different phases of the habituation process; whereas one loud noise exposure was not expected to induce significant response habituation, 3 exposures were expected to induce a moderate reduction, while 7 exposures were expected to induce significant and sizable reduction in CORT release (Masini et al., 2008), which was observed in both studies. Interestingly, the steady-state transcriptional profiles of the differentially stressed groups tracked these CORT responses, in that no significant transcript regulation was observed after comparing the control group to the one loud noise group, a moderate gene number (36) after 3 exposures, and a large number (405) of differentially expressed genes after 7 exposures in the group displaying the largest CORT reduction in response to the same loud noise stimulus. These results were confirmed in large extents upon comparisons amongst the stressed groups, where comparisons with the one and three stress groups gave rise to few differentially expressed genes, but many differentially expressed genes between the 1 and 7 loud noise groups, without differences between the 3 and 7 stressor groups. These results especially suggest that the transcript regulation induced by 3 loud noises is intermediate, making it difficult to obtain significant gene regulation with either the control, 1 or 7 loud noise exposed groups. Furthermore, the lack of differentially expressed genes between the control and 1-stress groups led to the expectation that these 2 groups would comparably compare when contrasted with the 7 loud noise exposed group. This was indeed the case, as the reported numbers of differentially expressed genes was relatively large between the C, AS and RS7 groups (and similar to other studies (Surget et al., 2009)), but still small compared to the differential expression reported in other studies of chronic stress in forebrain regions (Gray et al., 2014; Bagot et al., 2016). This could be explained by differences in statistical thresholding strategies, the stress-to-tissue collection interval (1 h vs. 24-h or longer), the differences in physical stressor (forced swim/restraint vs. loud noise), the species (mice vs. rats) or the brain regions (hippocampus/prefrontal cortex/nucleus accumbens vs. hypothalamus) investigated. The magnitude of the fold changes also tended to be smaller in the current study compared to prior studies (Reyes et al., 2003; Gray et al., 2014; Bagot et al., 2016). However, it is difficult to anticipate the relationship between mRNA fold changes and the functional neural modifications induced in these experiments without concurrently examining readouts at the protein level, for example by incorporating immunohistochemical or immunoblotting approaches.

Slightly over 50% of the genes reported after the control versus 3 stress exposures (17/33) group comparison were also differentially expressed after 7 stress exposures, but larger differences from the control group were typically obtained with 7 stress exposures. A relatively similar pattern of results was obtained between the 1, 3 and 7 stress exposed groups, respectively. It is interesting to note that from learning theory, the largest learning changes are generally believed to take place upon initial stimulus presentation and get incrementally smaller with repeated learning trials, whether the learning is associative (Rescorla and Wagner, 1972) or non-associative (Groves and Thompson, 1970). This apparent discrepancy most likely reflects that the 24-h interval after the first loud noise missed the initial transcriptional response that is rather large 1-h after a stress episode and recruits multiple immediate-early genes (Reyes et al., 2003; Gray et al., 2014). Thus, while the initial transcriptional responses to stress are large in the forebrain and hypothalamus 1-h after stress (Reyes et al., 2003; Gray et al., 2014), these responses are already reduced 3-h after stress (Reyes et al., 2003), and our RNA-seq study did not identify significant changes 24-h after a single stressor when compared to the control group. It is thus conceivable that transcriptional responses get incrementally smaller to repeated homotypic stress, while the steady-state changes may get increasingly larger over multiple exposures. Future studies could examine this dichotomy by sampling transcriptional responses sooner (1-h) after differential stressor exposures with the use of appropriate controls to factor in the steady-state changes. Such a design, with the help of nascent-transcript profiling (such as Global Run-On sequencing), might shed light on the distinction between transient and sustained/steady-state transcriptional responses associated with repeated homotypic stress exposures.

These experiments are also among the first to explore one of the more proximal regions that may provide direct control over multiple effector response systems activated by stress experiences (Stotz-Potter et al., 1996; Morin et al., 2001; Myers et al., 2016; Nyhuis et al., 2016) in the context of gene regulation. Focus on the rostral posterior hypothalamic region was further dictated by prior findings demonstrating that normal rPH neural activity interference significantly hindered the development of neuroendocrine habituation to repeated loud noise or restraint stress (Nyhuis et al., 2016). Whether intrinsic regulation of gene expression in the rPH or connected brain regions underlie the development of repeated homotypic stress response habituation was not directly tested in this study. The present results provide evidence that intrinsic posterior hypothalamic gene regulation is associated with, and thus could contribute to, the development of homotypic stress response habituation. Indeed, gene ontology analyses were consistent with significant regulation of transcripts associated with neuron differentiation, neural membrane potential, pre- and post-synaptic elements, chemical synaptic transmission, vesicles, axon guidance and projection, glutamatergic and GABAergic synapses. Many of these terms have also been reported following chronic unpredictable stress in the forebrain of prior studies (Surget et al., 2009; Gray et al., 2014; Bagot et al., 2016). No significant enrichment of immune-related terms was obtained in this study, whereas other studies employing chronic unpredictable stress reported significant transcriptional regulation of immune-related gene activation (Gray et al., 2014; Malki et al., 2015). This suggests that habituated regimens of repeated homotypic stressors may recruit transcriptional responses distinct from chronic unpredictable stress paradigms. To summarize, gene enrichment of the biological and cellular functions in the current study firmly point to a significant reorganization of the rPH region that could in turn mediate the phenotypic modification associated with repeated homotypic stress habituation. Proof of the necessity or sufficiency of rPH transcriptional plasticity in stress habituation awaits direct manipulation of identified candidate target genes, for example using knockdown or genome editing approaches.

In order to help zero in on potential signals that might drive differential regulation of genes identified in the comparisons between the control, 1 and 7 loud noise-exposed groups respectively, transcription factor enrichment analyses were performed and revealed several transcription factors that could account for some of the rPH regulation observed. At the top of the list were transcription factors (Csrnp3, Myt1l, Znf365 and Zmat4) associated with roughly one third (48–97) of the upregulated transcripts. There was significant overlap between the gene lists associated with these transcription factors, but interestingly, Csrnp3, Myt1l and Zmat4 were also up-regulated genes reported from the differential expression analysis of either the C or AS versus RS7 comparison lists. Components of these gene lists included members of the GABA_A_ receptor subunit family, glutamatergic ionotropic receptor subunit family, potassium and calcium channels regulating membrane potentials, synaptic machinery, and intracellular signaling systems. 

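Csrnp3 (ENSRNOG00000005359) had 9.76 ± 0.8 CPM in the AS group and 13.9 ± 2.14 CPM in the RS7 group, a log2 fold change of 0.50 (standard error 0.119, Benjamini-Hochberg adjusted p = 0.0293 by edgeR's quasi-likelihood test). The call was lost without AS rat 14 (0.0982), AS rat 16 (0.0839), AS rat 17 (0.0824), RS7 rat 3 (0.0639), RS7 rat 4 (0.0607) or RS7 rat 6 (0.0935), and kept with all 24 rats (0.0475). Myt1l (ENSRNOG00000004269) had 122 ± 11.2 and 140 ± 5.72 CPM, a log2 fold change of 0.20 (standard error 0.0578, edgeR adjusted p = 0.0749). DESeq2 called it (adjusted p = 0.0298 with default filtering), and edgeR called it without AS rat 13 (0.0254). Zmat4 had a log2 fold change of 0.39 between AS and RS7 (edgeR adjusted p = 0.0947, DESeq2 0.0253). Against the C group, the edgeR adjusted p of Csrnp3 was 0.233 and that of Myt1l 0.186.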

Another promising finding was Myt1l, which encodes a myelin transcription factor. Other groups have reported regulation of oligodendrocytes/myelination by chronic stress in forebrain regions (Surget et al., 2009; Liu et al., 2012, 2018). In contrast to the down-regulation of oligodendrocytic/myelin-associated genes with chronic unpredictable stress in the forebrain, however, repeated homotypic stress was associated with up-regulation of this gene family in the rPH. Given the mounting evidence of the role of oligodendrocytes in adult learning and plasticity (Hughes and Appel, 2016; Hughes E. G. et al., 2018; Bacmeister et al., 2022), understanding mechanisms and targets of induction of this pathway may be highly relevant in the context of habituation to repeated homotypic stress. From the down-regulated gene lists, Dlx6, Dlx1, Lhx8 and Sp9 were at the top of the transcription factors associated with moderate numbers of genes (9–22) from both the C or AS versus RS7 comparison lists and included GABA neurotransmitter enzymes Gad1 and 2, and the vesicular GABA transporter Slc32a1 (Vgat). Dlx5/6 are exclusively located in GABAergic neurons and subject to regulation by Foxp2 (Levi et al., 2021), which was one of the up-regulated genes reported in the C versus RS3, C versus RS7, and AS versus RS7 group comparison lists. Several of these transcription factors could thus feasibly contribute to a significant proportion of the observed transcriptional regulation in the rPH and provide promising targets for future studies of transcriptional mediators of homotypic stress response habituation.

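Dlx5 (ENSRNOG00000010905) had 4.07 ± 1.44 CPM in the C group and 1.68 ± 0.9 CPM in the RS7 group, a log2 fold change of -1.21 (standard error 0.321, Benjamini-Hochberg adjusted p = 0.0839 in edgeR's quasi-likelihood test and 0.015 in DESeq2 with its default filtering). EdgeR called it without C rat 23 (0.0189) or RS7 rat 4 (0.0322). Against the AS group the log2 fold change was -0.84 (edgeR adjusted p = 0.194) for Dlx5 and -0.70 (0.0708) for Dlx6.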

To validate some of the differentially expressed gene results, an entirely independent study was performed with *in situ* hybridization histochemistry against some of the transcripts that could significantly contribute to functional modifications in rPH, as revealed in the RNA-seq study. This validation study added a control group to determine if the effects of a single loud noise exposure might induce significant gene regulation when observed at a later interval (7 days instead of 1 day) and might account for the apparent larger number of differentially expressed genes in the group exposed to 7 loud noises. In addition to sampling the rPH region, transcripts in the closely located dorsomedial hypothalamic nucleus and the forebrain central nucleus of the amygdala were quantified to assess the spatial specificity of putative changes observed in the rPH. All the transcripts measured (Gabrb2, Grin2a, Camk4, Gad1 and Slc32a1) displayed changes concordant with the RNA-seq results, with 3 of these measurements (Camk4, Grin2a and Gad1) reaching statistical significance in the group exposed to 7 loud noises. Although not significant from the *in situ* hybridization results, the Gabrb2 transcript displayed a tendency to be up-regulated in the rPH region, in agreement with the RNA-seq results, but interestingly, this is opposite to the down-regulation previously reported in the paraventricular hypothalamic nucleus in response to a non-habituating chronic stress paradigm (Cullinan and Wolfe, 2000). None of the contrasts reached significance in the other brain regions, suggesting that the differential gene expression induced by a repeated homotypic stress regimen in the rPH was specific. This, however, does not rule out important changes in the DMH or ACe, but rather implies that regulation in these regions would likely recruit different patterns of gene regulation. In further agreement with the RNA-seq results, most of the measured transcripts, except for Gabrb2, were incrementally modified with increasing loud noise exposures in the rPH when compared to the no noise control group. Finally, there was very little support for the possibility that a single loud noise experienced 7 days prior to euthanasia induced the same level of transcriptional regulation induced in the group exposed to 7 loud noises.

In summary, as informed by prior studies investigating forebrain transcriptional regulation in the context of repeated stress (Surget et al., 2009; Gray et al., 2014; Ding et al., 2015; Malki et al., 2015; Bagot et al., 2016, 2017), we report a significant transcriptional response in the rPH region. However, while most studies have focused on chronic variable or unpredictable non-habituating stress due to their more apparent associations with psychiatric or psychologic disorders (Radley et al., 2015), we demonstrate that a repeated homotypic stress regimen is effective in inducing a strong transcriptional response that correlates with the development of neuroendocrine habituation. These results support prior work suggesting that the posterior hypothalamic region significantly contributes to the development of repeated homotypic stress habituation (Nyhuis et al., 2016). Importantly, the transcriptional patterns obtained with repeated homotypic stress exposures differ in important ways from those reported by multiple studies employing chronic non-habituating stress procedures (Surget et al., 2009; Gray et al., 2014; Ding et al., 2015; Malki et al., 2015; Bagot et al., 2016, 2017); there are significant differences in the activation of immune-related transcripts, and opposite regulation of oligodendrocytic/myelin gene expression. Whereas there are apparent commonalities in the regulation of multiple cellular functions, including the glutamate and GABAergic neurotransmitter systems, a more detailed look at these systems will be required to assess their functional similarities or differences within specific circuits. It will be important to examine immediate and steady-state transcriptional responses in the context of habituating protocols of repeated homotypic stress versus non-habituating chronic heterotypic stressors to help tease apart their differential effects in stress-responsive brain circuits and on behavior. Such studies could provide important clues about the crucial signals that distinguish these transcriptional events. An additional limitation of the current study was the lack of assessment of transcriptional regulation across sex; future studies should assess potential sex effects in these transcriptional responses, given the role of gender in the incidence of mood disorders. These results also provide credibility to the hypothesis that the hypothalamus is an integral component of circuits that are critical to socioemotional behaviors (Caria, 2023), and are not simply passive recipients of forebrain-controlled processing. More attention might be required to the possibility that direct regulation of hypothalamic circuits including the rPH contribute significantly to adaptive versus maladaptive regulation associated with affective disorders (Campeau et al., 2011; Radley et al., 2015).

## Data availability statement

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found at: https://www.ncbi.nlm.nih.gov/geo/, GSE229159.

## Ethics statement

The animal study was reviewed and approved by Institutional Animal Care and Use Committee of the University of Colorado Boulder, Protocol #2573.

## Author contributions

SC and RD provided the conception, designs, and intellectual content of these studies. SS, AG, CM, JS, and SC performed the data acquisition and analyses. SC, CM, JS, SS, and RD performed the drafting and revision of the manuscript. All authors contributed to the article and approved the submitted version.

## Funding

This work was supported by a University of Colorado Boulder Research and Innovation seed grant to SC and RD.

## Conflict of interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Publisher’s note

All claims expressed in this article are solely those of the authors and do not necessarily represent those of their affiliated organizations, or those of the publisher, the editors and the reviewers. Any product that may be evaluated in this article, or claim that may be made by its manufacturer, is not guaranteed or endorsed by the publisher.

# Supplementary material for: Determination of steady-state transcriptome modifications associated with repeated homotypic stress in the rat rostral posterior hypothalamic region
**Source:** Front Neurosci. 2023 Jun 9;17:1173699. doi: 10.3389/fnins.2023.1173699

## Supplementary Material

### Determination of steady-state transcriptome modifications associated with repeated homotypic stress in the rat rostral posterior hypothalamic region.

Serge Campeau\*, Connor McNulty, Jacob T. Stanley, Anthony N. Gerber, Sarah K. Sasse, and Robin D. Dowell

**Supplemental Table S1.** Lists of genes reported significant with DESeq2 differential expression analysis between the Control vs. 3 Loud noise exposures, Control vs. 7 Loud noise exposures, 1 vs. 3 Loud noise exposures, and 1 vs. 7 Loud noise exposures, respectively. The gene lists are organized from highest negative to highest positive log2 fold changes. For each gene, their symbol, Ensembl gene number, baseMean, log2 fold change (lfc), log2 fold change standard error (lfcSE), and the Benjamini-Hochberg P adjusted (*Padj*) value obtained following the Wald test statistics in DESeq2 are provided.

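The baseMean is the mean over the 20 retained rats of the counts divided by DESeq2's size factors, and is the same for a gene in every list. The log2 fold change is the group with more exposures minus the group with fewer. Run on the deposited counts of these 20 rats with its default independent filtering, DESeq2 returned exactly the listed genes, 36 for C versus RS3, 405 for C versus RS7, 3 for AS versus RS3 and 579 for AS versus RS7. The log2 fold changes differed from the printed ones by at most 4.7e-08. By Ensembl identifier, 194 genes are in both the C versus RS7 and the AS versus RS7 lists, 188 of them with a symbol.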

#### Control vs. 3 Loud noise exposures

**Control vs. 7 Loud noise exposures**

### 1 vs. 3 Loud noise exposures

### 1 vs. 7 Loud noise exposures

**Supplemental Table S2.** Transcription factor enrichment analysis performed in ChIP-seq Enrichment Analysis tool, v. 3 (ChEA3). The top 10 ranking transcription factors from the integrated mean rank libraries in ChEA3 are reported. Transcription factor enrichment analysis results are provided for the entire control-RS7 comparison gene list (A), for the up-regulated gene list from the control-RS7 comparison (B) and for the down-regulated gene list from the control-RS7 comparison (C). A similar transcription factor enrichment analysis is provided for the entire AS-RS7 comparison gene list (D), for the up-regulated gene list from the AS-RS7 comparison (E) and for the down-regulated gene list from the AS-RS7 comparison (F).

**A. Transcription factor enrichment analysis on entire control-RS7 comparison gene list.**

**B. Transcription factor enrichment analysis on upregulated control-RS7 comparison gene list.**

**C. Transcription factor enrichment analysis on downregulated control-RS7 comparison gene list.**

**D. Transcription factor enrichment analysis on entire AS-RS7 comparison gene list.**

**E. Transcription factor enrichment analysis on upregulated AS-RS7 comparison gene list.**

**F. Transcription factor enrichment analysis on downregulated AS-RS7 comparison gene list.**

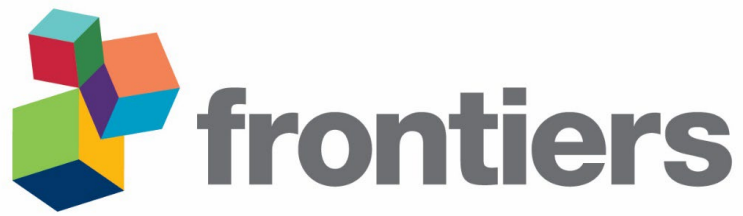

**Supplement:** Supplementary file 1

How the deposited data were processed for this re-analysis (not part of the article)

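RNA from tissue blocks of the rPH region of 24 rats, 6 per group, was sequenced 24 h after the last control or loud noise exposure. The authors trimmed the paired reads, mapped them to the rn6 rat genome and counted them on Ensembl genes, and deposited 1 table of unnormalized counts for all 24 rats. Strandedness, the counting of pairs and the treatment of reads with several positions are not given in the paper's text, so genes that overlap or share sequence with a copy could have exchanged reads. Of the 32883 genes, 7066 had 0 counts in all rats. The table has no gene symbols. The reference table supplied for names matched 0 of the identifiers, and Table S1 of the paper gave symbols for 779.

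The retained rats were identified by recomputing the baseMean of the 808 genes of Table S1 for each set with 1 rat left out per group. The total counts of the 20 retained rats lay between 8087697 and 16947298 (median 12385781), and those of all 24 rats between 4744531 and 16947298 (median 12240042). CPM and log2 CPM values were computed here from the counts with TMM-scaled library sizes. A gene at 1 CPM therefore rests on few reads per rat, which limits the precision for Dlx5, Dlx6, Kcnj4 and Ankdd1a.

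Differential expression was tested in R 4.3.3 with edgeR 4.0.16. Genes were kept by edgeR's filterByExpr with a minimum count of 10, which left 16202. Dispersions were estimated over all 4 groups in 1 model without covariates, and the 6 group comparisons were tested by the robust quasi-likelihood test with Benjamini-Hochberg adjustment within each comparison, at 0.05. This test, the alternatives and the rule for naming genes were chosen before the data were examined, apart from those said to be chosen later, and after Table S1 had been read. Genes named are those the paper names, the 17 genes shared by its C versus RS3 and C versus RS7 lists, and the 5 largest increases and 5 largest decreases among called genes whose groups do not overlap in C versus RS7 and AS versus RS7, of which the text gives part and some are not reported here. Avp was named because it gives the lower end of the paper's range, with Oxt, Trh and Sim1 given beside it. Arc was named because it is the immediate-early gene with an identifier.

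The alternatives were the DESeq2 Wald test (version 1.42.0) with independent filtering at 0.05 and at its default of 0.1, DESeq2 size factors in edgeR, no filter on low counts, all 24 rats, only the groups compared, limma-voom (version 3.58.1) with sample quality weights, all libraries thinned to 8087697 counts, 1 surrogate variable (sva 3.50.0), and leaving out each rat in turn. A covariate of thalamic genes, a covariate of the share of counts in the 10 most abundant genes, and leaving out C rats 21 and 22 and RS7 rat 4 were chosen after seeing the data. Gains and losses of single named genes were checked only with rats of the compared groups left out. Group shifts of gene sets were tested by exact permutation of the rats. Each test was tested on simulated counts of 16202 genes with 200 changed. The genes were simulated independently of one another, with the changed genes drawn from those above 1 CPM. In the simulated AS versus RS7 comparison edgeR made 165 calls (3 wrong), DESeq2 175 (12 wrong) and limma-voom 164 (3 wrong). In the simulated C versus RS7 comparison edgeR made 170 (13 wrong), DESeq2 184 (20 wrong) and limma-voom 168 (11 wrong). With 0 genes changed, DESeq2 made 6 calls in C versus AS, where edgeR and limma-voom made 0, each test made 1 in AS versus RS3, and each made 0 in C versus RS3.

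Tests of lists of marker and pathway genes were intended and not run, since no such list had identifiers for 80% of its members. For the same reason no check of GC content or gene length was made. Plasma corticosterone, in situ hybridization, gene ontology and transcription factor enrichment were not analysed here, as no deposited file holds their data.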

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

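The tests of the excluded rats' positions, of the covariation with thalamic genes and of the share of counts in abundant genes were chosen only after the result was seen.

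AS rat 18 had a total of 4744531 counts, far below the other AS rats (group median 11814604 over 6 rats). The 10 most abundant genes took 46.3% of its counts (group median 13.66%), 24.9% of those of RS3 rat 8 (13.65%) and 33.8% of those of RS7 rat 1 (13.98%), each far above the other rats of its group. The paper excluded these rats, together with C rat 20 (25.1%), for few reads, adapter sequences and high GC content. A library of low quality is a candidate explanation, and the RNA-seq reads needed to test adapter or GC content were not used here. Chance alone marks about 1 in 20 groups in this way.

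The paper did not analyse the excluded rats, whose positions were measured here. On the 270 genes of the AS versus RS7 comparison, with the mean of the AS rats at 0 and that of the RS7 rats at 1, excluded RS7 rat 1 lay at 1.28 (retained RS7 rats 0.782 to 1.12) and excluded AS rat 18 at 0.629 (retained AS rats -0.191 to 0.224). C rat 20 at 0.326 and RS3 rat 8 at 0.708 lay within their groups. On the 24 genes of the C versus RS7 comparison, RS7 rat 1 lay at 0.778, below the retained RS7 rats (lowest 0.847) and above all retained C rats (-0.365 to 0.264). With 2 of the 4 outside their own group's range on the AS versus RS7 genes, 1 of the 4 on the C versus RS7 genes, RS7 rat 1 on opposite sides of its group, and 1 excluded rat per group, low quality and a difference between rats cannot be told apart. The number of exposures stays open as the source of the position of RS7 rat 1.

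Among 49 named genes in 4 groups, 14 of 196 gene groups (7.14%) had 1 rat far from the other 4, where chance gives about 1 in 20. C rat 23 was low in Gad2 (log2 CPM 8.34, group median 8.95) and Dlx5 (0.876, median 2.15). RS3 rat 9 was low in Gad1 (7.32, median 7.67) and Marcks (7.45, median 7.73) and high in Camk4 (4.49, median 4.03). RS3 rat 11 was low in Wnt4 (4.99, median 5.48) and Zfp871 (2.83, median 3.19). RS7 rat 4 was low in Abhd8 (7.1, median 7.4) and high in Utrn (6.96, median 6.79). Single genes stood out in AS rat 13 (Col4a1 5.61, median 5.82), AS rat 14 (Arc 3.33, median 2.74), AS rat 15 (Pla2g4b 2.91, median 2.65), AS rat 16 (Ubash3b 5.28, median 5.67) and RS7 rat 6 (Kcnh7 3.12, median 2.66). Rats may differ in how much neighbouring tissue their blocks hold, since the genes called higher followed thalamic genes within groups (median correlation 0.57). Library size stayed open for single genes, and no biological explanation was tested, because rats of one group share their condition.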

How the results depend on the processing

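The covariate of thalamic genes, the covariate of the share of counts in the 10 most abundant genes, the omission of C rats 21 and 22 and RS7 rat 4, all alternatives for the number of shared genes and for the RS3 shifts, and the default filtering and the surrogate variable for the overlap were tests chosen only after the result was seen.

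The 0 genes between C and AS (edgeR, 1625 at an unadjusted p under 0.05) stayed at 0 under DESeq2, limma-voom, the other alternatives and every omission of a rat, and became 1 with the abundant-gene covariate. The 0 genes between RS3 and RS7 (1218 unadjusted) stayed at 0 in every setting run. The 0 genes between AS and RS3 (747 unadjusted) became 1 with DESeq2 and 3 with its default filtering. The 0 genes between C and RS3 (2639 unadjusted) became 38 with DESeq2, 36 with its default filtering and 1 after thinning. They ranged from 0 to 17 with each rat left out, 17 without C rat 23. The cause was not tested.

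The 24 genes between C and RS7 became 419 with DESeq2 (23 of the 24 kept), 405 with its default filtering (24 kept), 64 without the filter on low counts (22 kept), 46 with all 24 rats (17 kept), 18 with only both groups fitted (10 kept), 103 with limma-voom (24 kept), 0 with the surrogate variable, 0 with the thalamic covariate, 11 with the abundant-gene covariate and 0 without C rats 21 and 22 and RS7 rat 4. All 24 genes kept their direction under the surrogate variable and the thalamic covariate. Their median log2 fold change in that direction was 0.54 and 0.52, against 0.66 before. The number called ranged from 0 to 560 with each C or RS7 rat left out. It was 0 without C rat 19, C rat 21, RS7 rat 3 or RS7 rat 6 and 560 without RS7 rat 4. The 270 genes between AS and RS7 became 568 (268 kept) and 579 (268 kept) with DESeq2, 129 with all 24 rats (106 kept), 433 with only both groups fitted (259 kept), 772 with limma-voom (270 kept), 168 with the surrogate variable (159 kept), 0 with the thalamic covariate and 411 with the abundant-gene covariate (247 kept). Under the thalamic covariate all 270 genes kept their direction, with a smaller median log2 fold change in that direction (0.22 against 0.39). The number called ranged from 46 (without AS rat 17) to 403 (without AS rat 15 or RS7 rat 2). The cause was not tested. Of the called genes 71.1% were higher in RS7, against 83.0% with all 24 rats, 72.6% with DESeq2 size factors, 62.2% with limma-voom and 63.5% without the 3 rats, and between 59.9% (without RS7 rat 4) and 89.1% (without AS rat 17) with single rats left out. In C versus RS7 it was 75% in the 20 rats. With single rats left out and any gene called, it lay between 50.5% (without RS7 rat 4) and 100% (without RS7 rat 5, 7 genes).

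The overlap of 16 genes became 199 with DESeq2, 194 with its default filtering, 34 without the filter, 30 with all 24 rats, 74 with limma-voom, 0 with the surrogate variable, 0 with the thalamic covariate, 10 with the abundant-gene covariate and 0 without the 3 rats, and ranged from 0 to 137 with single rats left out. The number of shared genes larger in RS7 (11) became 6 with the thalamic covariate, 15 with the abundant-gene covariate and 14 without the 3 rats, and ranged from 8 to 14 with single rats left out. The RS3 shift over the AS versus RS7 genes (0.09) became 0.18 with all 24 rats (exact permutation p = 0.039) and ranged from 0.04 to 0.17 with single rats left out. That over the C versus RS7 genes (0.25) became 0.14 with DESeq2 under both filterings (exact permutation p = 0.0714) and 0.15 without the filter (p = 0.0556), and ranged from 0.11 to 0.42. The cause was not tested. It has no value under the surrogate variable, the thalamic covariate and the omission of the 3 rats, which left 0 genes.

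Of the named genes tested between AS and RS7, not counting Avp, 4 changed sign under the thalamic covariate, with log2 fold changes of -0.027 (Wnt4), -0.18 (Gabrd), -0.017 (Zmat4) and -0.10 (Zfp365). None of these 4 is among the 270 called genes, all of which kept their direction. In C versus RS7, DESeq2 added 24 calls to the 49 named genes and the surrogate variable, the thalamic covariate and the omission of the 3 rats each removed 16. In AS versus RS7, again not counting Avp, which DESeq2 also called, DESeq2 added 6. All 24 rats removed 7 and added 2, the surrogate variable removed 3 and the thalamic covariate removed 26.

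Thinning to the smallest library kept 17 of the 24 and 161 of the 270 genes. A covariate of thalamic genes outside Table S1 and the tests of gene lists were not run, because the identifiers could not be named. No paired analysis was possible because the groups share no rat numbers.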

Differences from the paper's values

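The tests with DESeq2's default filtering of the overlap of the lists and of single genes were chosen only after the result was seen, while those of the counts of genes were set before the data were examined.

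The paper's number of differentially expressed genes is 36 for C versus RS3, where edgeR gave 0 (2639 at an unadjusted p under 0.05). It lay within 1.5 times of the paper's under DESeq2 (38, and 36 with default filtering), and under none of the other alternatives set before the data were examined, including limma-voom (0). For C versus RS7 the paper's number is 405 and edgeR gave 24. DESeq2 (419, and 405 with default filtering) and edgeR without RS7 rat 4 (560, with 122 of the genes that Table S1 lists dropped) came within 1.5 times of the paper's, and the other alternatives set before the data were examined did not. The paper's numbers of genes higher and lower in RS7 are 283 and 122, against 18 and 6. DESeq2 gave 294 and 125 and DESeq2 with default filtering 283 and 122, within 1.5 times of both. EdgeR without RS7 rat 4 gave 283 and 277, within 1.5 times of the first only, and edgeR without C rat 23 gave 137 and 104, within 1.5 times of the second only. The other alternatives came within 1.5 times of neither. For AS versus RS3 the paper's number is 3 and edgeR gave 0 (747 at an unadjusted p under 0.05). DESeq2 with default filtering gave 3 (Kcnh5, Ubash3b and Zfp871), and the other alternatives, among them DESeq2 at 0.05 (1) and limma-voom (0), did not. For AS versus RS7 the paper's number is 579 and edgeR gave 270. DESeq2 (568, and 579 with default filtering), only both groups fitted (433), limma-voom (772), and edgeR without AS rat 15 (403) or RS7 rat 2 (403) came within 1.5 times of it, and the other alternatives set before the data were examined did not. The abundant-gene covariate, chosen after seeing the values, also came within 1.5 times (411) and dropped 257 of the genes that Table S1 lists. The paper's methods name the DESeq2 Wald test.

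The paper's number of genes shared by C versus RS7 and AS versus RS7 is 184, and edgeR gave 16. DESeq2 (199), DESeq2 with default filtering (194, for this result chosen after seeing the values, which drops 0 of the genes Table S1 lists) and edgeR without RS7 rat 4 (137) came within 1.5 times, and the others did not. Table S1 itself holds 194 shared identifiers, 188 with a symbol. The paper's number shared by C versus RS3 and C versus RS7 is 17, and edgeR gave 0, with DESeq2 giving 23, DESeq2 with default filtering 18 and edgeR without C rat 23 giving 16. The paper's number shared by these and AS versus RS7 is 7, and edgeR gave 0, with DESeq2 giving 9, DESeq2 with default filtering 7 and edgeR without C rat 23 giving 7. No other of the alternatives came within 1.5 times of either.

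The paper's lowest log2 fold change is -4.18, and that of a gene called by edgeR was -1.73. DESeq2 under both filterings (-4.18) and only both groups fitted (-4.11) came within the paper's, and the other alternatives did not. In units of 1e+06 reads, the paper's mean number of reads per library is 20.44 (SD 3.788), with a lowest of 13.05 and a highest of 26.99, and an excluded library of 8.29. In the same unit, the counts on genes were 12.76, 8.088, 16.95 and 4.745. Reads sequenced and reads counted on genes are different quantities, and none of the alternatives concerns them.

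The paper reports no immediate-early gene in its lists, while Arc is in the AS versus RS7 list of Table S1 and was called by edgeR (log2 fold change -0.72, adjusted p = 0.0293). The paper names Zmat4 as the only listed member of the top transcription factors in C versus RS7, while Zfp365, the rat gene for Znf365, is in that list and had an adjusted p of 0.048 in DESeq2 with default filtering and 0.105 in edgeR. The paper calls these named genes where edgeR does not. In C versus RS3 they are the 17 shared genes. In C versus RS7 they are Gad2, Wnt4, Necab3, Slc36a4, Abhd8, Utrn, Pgk1, Col4a1, Atxn7l3, Marcks, Gad1, Slc32a1, Gabrb1, Gabrb2, Gabrd, Grin2a, Camk4, Dlx5, Dlx6, Zmat4, Zfp365, Fut9, Oprm1 and ENSRNOG00000051264. In AS versus RS7 they are Gad2, Cndp2, Wnt4, Slc32a1, Zmat4, Myt1l and Avp. In AS versus RS3 they are Kcnh5, Ubash3b and Zfp871. DESeq2 with default filtering, chosen for single genes after seeing the values, called each and dropped 0. DESeq2 at 0.05 called each except Atxn7l3 and Marcks in C versus RS3 and Ubash3b and Zfp871 in AS versus RS3.

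In C versus RS7, limma-voom called Wnt4, Necab3, Abhd8, Pgk1, Gad1, Grin2a, Camk4, Dlx6 and Oprm1, edgeR without the filter on low counts called Slc36a4, Pgk1, Camk4 and Dlx6, with DESeq2 size factors Grin2a and Dlx6, with all 24 rats Gad1, Grin2a and Oprm1, and with only both groups fitted Wnt4, Grin2a and Oprm1. Without C rat 23 or without RS7 rat 4, edgeR called Gad2, Wnt4, Necab3, Slc36a4, Abhd8, Utrn, Pgk1, Atxn7l3, Gad1, Gabrb2, Grin2a, Camk4, Dlx5, Dlx6 and ENSRNOG00000051264. Without RS7 rat 4 it also called Marcks, Zfp365, Fut9 and Oprm1, and without C rat 22 or C rat 24 it called Grin2a. In C versus RS3, edgeR without C rat 23 called Prkcq, Foxp2, Cndp2, Gucy1a1, Gad2 and Abhd8. In AS versus RS7, limma-voom called Gad2, Cndp2, Wnt4, Slc32a1, Zmat4 and Myt1l, edgeR with only both groups fitted Gad2, Cndp2, Slc32a1 and Avp, and with all 24 rats Slc32a1 and Zmat4. Leaving out single rats added Gad2 (RS7 rat 2), Wnt4 and Myt1l (AS rat 13) and Slc32a1 (AS rat 15 or RS7 rat 2). Cndp2 was also called with the abundant-gene covariate and without C rats 21 and 22 and RS7 rat 4, both chosen after seeing the values.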

Other observations

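The splits counted on DESeq2 calls and on unadjusted p, the regroupings for the overlap, the tests with the 10 most abundant genes, with random covariates and with covariation within groups were chosen only after the result was seen.

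Each comparison was set against 100 of the 126 splits of its 10 rats, the real one included. For AS versus RS7, 1 of 100 splits, the real one, gave as many as 270 edgeR calls (highest other 37) and 1 of 100 as many genes at an unadjusted p under 0.05, so that chance can be excluded. With DESeq2, 1 of 40 splits gave as many as 579 (highest other 381). For C versus RS7, 6 of 100 gave as many as 24 edgeR calls (highest other 680), 7 of 100 as many genes at an unadjusted p under 0.05, and 4 of 40 as many as 405 DESeq2 calls (highest other 951), so that chance cannot be excluded. For C versus RS3, 2 of 100 gave as many genes at an unadjusted p under 0.05 (2639, median of the others 755), while 4 of 40 gave as many as 36 DESeq2 calls, so that chance is not excluded for the calls. The 2639 genes became 1489 without C rat 21, 1577 without C rat 22, 762 with the abundant-gene covariate and 893 without C rats 21 and 22 and RS7 rat 4, so that this number rests in part on these C rats. For C versus AS, AS versus RS3 and RS3 versus RS7, 11, 23 and 6 of 100 gave as many genes at an unadjusted p under 0.05. The 0 edgeR calls (DESeq2 0, 3 and 0, limma-voom 0 in each) of these comparisons and of C versus RS3 (DESeq2 36, limma-voom 0) were matched by 100 of 100 splits, as any count matches 0. For the 16 genes shared by C versus RS7 and AS versus RS7, 4 of 100 regroupings, the real one included, shared as many in lists of the same lengths. The regroupings mix C, AS and RS7 rats, so a difference in 1 comparison alone could give this. No conclusion on the overlap is drawn from it.

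The 5 other splits of C and RS7 rats with 24 or more calls all put RS7 rat 4 with C rats 21 and 22, as did 9 of the 94 with fewer. In these 3 rats the 10 most abundant genes took 18.8 to 20.3% of the counts, against 12.4 to 14.9% in the other retained rats and 24.9 to 46.3% in the excluded rats. With that share as a covariate, edgeR called 11 genes in C versus RS7 (9 of the 24) and 411 in AS versus RS7. The median change of the 24 genes was 0.66 before and 0.60 after, and 0.59 without the 3 rats, when 0 of them were called. These values argue against a few abundant genes as the whole cause of either difference. They may add to the spread between rats.

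The block of tissue may hold different shares of neighbouring regions in different rats. With group means removed, the 191 genes called higher in AS versus RS7 that are outside the thalamic, neurosecretory and prethalamic lists followed 7 thalamic identifiers named by Table S1 (Tcf7l2 in 2, Ntng1, Rora, Lef1, Plekhg1 and Synpo2) with a median correlation across rats of 0.57, against -0.094 to 0.154 in 10000 random gene lists, and 0.607 without the RS7 rats. This is consistent with rats that differ in thalamic tissue within groups. It does not decide whether the RS7 group holds more. Table S1 names 33.3% of the thalamic list and 34.6% of the neurosecretory and prethalamic lists together, all members chosen by the paper on these samples, so that a composition difference and an effect of the exposures cannot be told apart. Of the 192 genes called higher, 191 are outside these lists, so that most thalamic identifiers were not called by edgeR themselves. Covariates of 7 genes called higher, other than the thalamic identifiers, left 0 AS versus RS7 calls in 40 of 40 draws, as did the thalamic covariate. Covariates of 7 uncalled genes left a median of 239.5 (1 to 506 over 40 draws), each draw more than the thalamic covariate. Table S1 lists the thalamic identifiers as changed on these samples, and a covariate of genes that differ between groups takes up part of that difference. Whether the thalamic genes stand apart from the called genes therefore cannot be told here. The genes called lower followed the thalamic genes with a median correlation of -0.39. The thalamic and neurosecretory scores were not related within groups (20 rats, r = -0.0125, permutation p = 0.963, rho = -0.0857, permutation p = 0.744, r = -0.334 without RS3 rat 11 and AS rat 16), so that a replacement of neurosecretory by thalamic tissue cannot be told apart from its absence with 20 rats and 5 neurosecretory genes that the paper listed on these samples. The genes called lower followed the neurosecretory and prethalamic members with a median correlation of 0.399. Thinned to the smallest library, 180 genes were called in AS versus RS7, which argues against library size. The number of exposures stays open, as untested apart from these.

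Identifiers came only from Table S1, which holds genes the paper lists as changed. None of 20 oligodendrocyte and myelin genes listed from general knowledge is named there, while the paper describes this family as up-regulated. The lists of marker and pathway genes had these percentages of members with an identifier, all under the 80 needed for a test. They were 41.7 for neurosecretory, 15 for arcuate and ventral, 16.7 for lateral and 0 for mammillary hypothalamus, 28.6 for zona incerta, 0 for choroid plexus, ependyma and oligodendrocytes, 30 for astrocytes, 3.33 for microglia, 3.85 for immediate-early genes, 30.8 for the GABA system, 15.4 for glutamate receptors, 28.6 for Wnt signaling, 12.5 for glucocorticoid targets and 0 for genes that differ between males and females.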
